# Expression profiling of Dexamethasone-treated primary chondrocytes identifies targets of glucocorticoid signalling in endochondral bone development

**DOI:** 10.1186/1471-2164-8-205

**Published:** 2007-07-01

**Authors:** Claudine G James, Veronica Ulici, Jan Tuckermann, T Michael Underhill, Frank Beier

## Abstract

**Background:**

Glucocorticoids (GCs) are widely used anti-inflammatory drugs. While useful in clinical practice, patients taking GCs often suffer from skeletal side effects including growth retardation in children and adolescents, and decreased bone quality in adults. On a physiological level, GCs have been implicated in the regulation of chondrogenesis and osteoblast differentiation, as well as maintaining homeostasis in cartilage and bone. We identified the glucocorticoid receptor (GR) as a potential regulator of chondrocyte hypertrophy in a microarray screen of primary limb bud mesenchyme micromass cultures. Some targets of GC regulation in chondrogenesis are known, but the global effects of pharmacological GC doses on chondrocyte gene expression have not been comprehensively evaluated.

**Results:**

This study systematically identifies a spectrum of GC target genes in embryonic growth plate chondrocytes treated with a synthetic GR agonist, dexamethasone (DEX), at 6 and 24 hrs. Conventional analysis of this data set and gene set enrichment analysis (GSEA) was performed. Transcripts associated with metabolism were enriched in the DEX condition along with extracellular matrix genes. In contrast, a subset of growth factors and cytokines were negatively correlated with DEX treatment. Comparing DEX-induced gene expression data to developmental changes in gene expression in micromass cultures revealed an additional layer of complexity in which DEX maintains the expression of certain chondrocyte marker genes while inhibiting factors that promote vascularization and ultimately ossification of the cartilaginous template.

**Conclusion:**

Together, these results provide insight into the mechanisms and major molecular classes functioning downstream of DEX in primary chondrocytes. In addition, comparison of our data with microarray studies of DEX treatment in other cell types demonstrated that the majority of DEX effects are tissue-specific. This study provides novel insights into the effects of pharmacological GC on chondrocyte gene transcription and establishes the foundation for subsequent functional studies.

## Background

Cartilage provides a scaffold for the deposition of osteoblast precursors and ultimately the development of long bones. This process, termed endochondral ossification, describes a coordinated developmental series that involves commitment of mesenchymal precursor cells to the chondrogenic lineage and subsequent alternating phases of proliferation and differentiation, which culminate in the replacement of the cartilage by bone tissue [1-4]. In the first phase of this process, multipotent mesenchymal progenitors condense and initiate expression of the pro-chondrogenic Sox family members 9, 5 and 6 [5,6]. A subset of cells at the center of these aggregates differentiates into chondrocytes. Newly formed chondrocytes secrete an extracellular matrix rich in type II collagen (*Col2a1*), proliferate and ultimately terminally differentiate into hypertrophic chondrocytes [7]. Chondrocyte hypertrophy precedes the end of the chondrocyte life cycle by apoptosis and is accompanied by vascularization of the hypertrophic template and mineralization of the cartilaginous extracellular matrix [8-12]. Concomitantly, osteoclasts degrade the calcified cartilage extracellular matrix, making way for the invasion and deposition of an osteoprogenitor population that form the primary ossification center [13].

These events take place in a region called the growth plate that illustrates the organization of different phases of cartilage development into distinct zones. The resting zone delineates newly differentiated chondrocytes with low mitotic activity and the cellular reserve for subsequent stages of chondrocyte differentiation. Proliferative zone chondrocytes exhibit higher mitotic activity resulting in distinct columns containing cells reminiscent of stacked coins. The hypertrophic zone demarcates terminally differentiated chondrocytes which are identified by high cytoplasm to nuclear ratio and the expression of type X collagen (Col10a1) [14-16]. Terminally differentiated chondrocytes are fated for programmed cell death after which primary ossification occurs by way of vascularization of the remaining cartilaginous matrix and the deposition of osteoprogenitor cells [17-19].

Glucocorticoids (GC) are among various endocrine molecules including growth hormone (GH) and thyroid hormone (TH) known to regulate linear growth [20-23]. Regulation of linear growth follows the paradigm in which steroid hormones affect target tissue through both local and systemic mechanisms [24-27]. Indirect effects occur through modulation of other endocrine systems such as the GH/IGF-I axis. Generally, GC decrease IGF-I, GH receptor and IGF receptor 1 expression and also abrogate the release of GH from the pituitary [20,28,29]. Direct regulation of growth occurs through GC receptor (GR)-mediated gene transcription in chondrocytes [24,30,31].

GC functions are primarily mediated by the glucocorticoid receptor (GR) that is encoded by the *Nr3c1 *gene. The GR is ubiquitously expressed in mammalian tissues, including the growth plate, and is essential for life [31-36]. Many studies have examined GC regulation of the skeleton and have led to various theories on potential modes of GC function in cartilage [37-40]. The specific function of the receptor in terms of its transcriptional regulation in cartilage, however, remains enigmatic.

While endogenous GCs have been shown to promote the differentiation of both chondrocytes and osteoblasts, exogenous GCs in pharmacological doses which are also widely used in clinical practice to treat inflammatory disorders [41-46]. Their have different effects. Indeed, their utility in treating various diseases is, however, limited by numerous side effects such as growth failure and decreased bone quality [47]. GC-target genes including C-type natriuretic peptide and VEGF have been identified in chondrocytes [28,48,49]; however, the cartilage-specific transcriptional consequences of high-GC-doses in the growth plate have not been studied comprehensively.

Work in our laboratory identified GR amongst factors that were up-regulated during chondrocyte maturation [50] Thus, to comprehensively understand the transcriptional effects of pharmacological GC doses in growth plate, we completed a genomic screen of gene expression changes in chondrocytes derived from E15.5 day old mouse embryos. Primary monolayer chondrocytes were treated with a synthetic GC, dexamethasone (DEX), and RNA was isolated for microarray analysis. We complemented traditional microarray analysis methods with the gene set enrichment algorithm to correlate the behaviour of specific molecular classes with DEX treatment [51,52].

## Results and Discussion

### Microarray screen of dexamethasone-treated primary chondrocyte monolayers

We identified the GR as a candidate for the regulation of chondrocyte hypertrophy in a previous expression profiling screen using primary micromass cultures [50]. The *Nr3c1 *probe set which encodes the GR was up-regulated 4-fold from day 3 to day 15 of micromass culture (Figure 1A, top panel). Confirmation of the GR expression profile with qRT-PCR showed an approximately 8-fold increase over the same time course (Figure 1A, bottom panel). Studies in our laboratory and others have implicated GCs in chondrocyte differentiation and growth plate function [25,26,47,48,53,54]. In addition, our cell counting experiments revealed that DEX consistently decreases cell numbers after 24 hrs (Figure 1B), in agreement with other studies that show increased apoptosis [38,55] and reduced proliferation [56] in response to GCs. We therefore aimed at extending this analysis to examine pharmacological effects of GCs on growth plate chondrocytes by systematically identifying downstream effector genes of DEX. Primary chondrocytes derived from the long bones of 15.5 day old embryonic mice were treated with DEX or the vehicle control, and total RNA was isolated after 6 and 24 hrs of culture, respectively.

**Figure 1:**
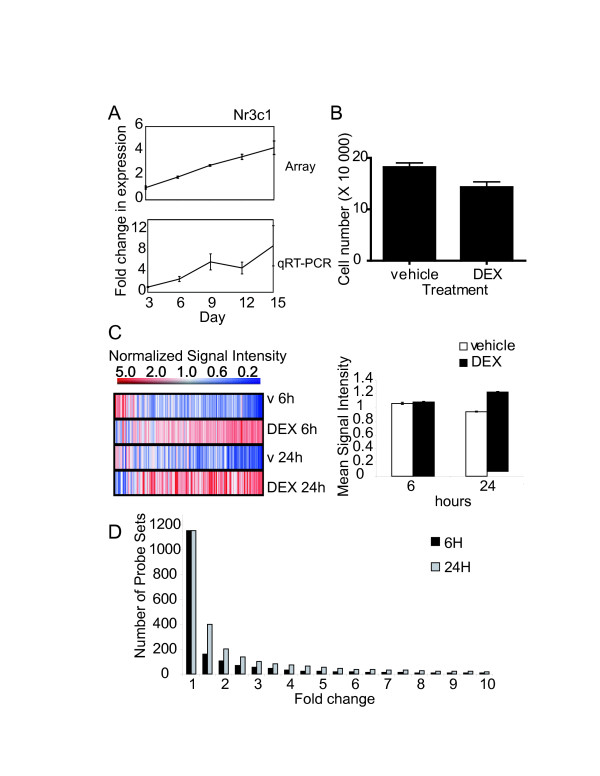
**Gene expression changes in DEX-treated primary chondrocytes**. Microarray and quantitative RT-PCR expression profiles of the Glucocorticoid receptor (*Nr3c1*) in primary mesenchymal micromass cultures (A). Primary chondrocytes are plated in high density monolayers and treated with DEX or vehicle for 24 hrs and counted with a hemocytometer (B). Ordered list of global microarray data set derived from the hybridization of RNA isolated from primary chondrocytes treated with 10^-7 ^M DEX and the vehicle (v) control (C, left panel). One-Way ANOVA testing for significantly expressed probe sets between DEX-treated samples and the vehicle control resulted in a list of 1158 transcripts. Mean normalized signal intensities for all 1158 probe sets are shown (C, right panel). Fold change filtering of these transcripts reveal that the majority of probe sets vary in the range of 1 to 2-fold (D).

Gene expression was evaluated using Affymetrix MOE 430 2.0 mouse genome chips using three independent cell isolations. 

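Each array was hybridized with RNA of 1 culture of primary chondrocytes, the cartilage cells of the long bones of embryonic mice, kept with 100 nM DEX, a synthetic glucocorticoid, or with DMSO, in which DEX was dissolved, as vehicle. There were 3 arrays in each of 4 groups, DEX and vehicle at 6 hrs and at 24 hrs, and the arrays of every group carried the replicate numbers 1, 2 and 4. The deposited values are linear GC-RMA intensities of 45101 probe sets, computed by the authors, in which the signal of mismatching oligonucleotides is used to subtract background. The median intensity per array lay between 25.7 and 39.1, and between 17032 and 20091 probe sets per array had an intensity of at least 50. Intensities were put on the log2 scale without a pseudocount, probe sets with a mean of at least 50 in at least 1 group were tested with limma over all 12 arrays, and adjusted p refers to the Benjamini-Hochberg method. A pair is the DEX and the vehicle array of 1 replicate number at 1 time point, so there were 6 pairs. Every value is limited in precision by 3 arrays per group. The arrays were hybridized on 4 days, each of which held as many DEX as vehicle arrays, while no day held both time points, so that time and day cannot be told apart. The 4 arrays of the third day, replicates 1 and 2 at 6 hrs, lay apart from the other 8 along the first principal component, which held 67.4% of the variance. On these 4 arrays the 3′ control probe set of Gapdh, a glycolytic enzyme used as a sign of RNA integrity, exceeded the 5′ one by 0.63 on the log2 scale (0.49 to 0.74), against -0.29 (-0.33 to -0.22) on the others. Within the 6 pairs, DEX minus vehicle ran from -0.22 to 0.17 in this measure (two-sided exact permutation p = 0.906) and from -0.10 to 0.12 in that of beta-actin, a cytoskeletal protein (exact permutation p = 0.719), exchanging DEX and vehicle within pairs, which was chosen after the values were seen. Over all 12 arrays, where the difference of the third day would hide a smaller one, the exact permutation p was 0.937 and 0.898.

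**Figure D1:**
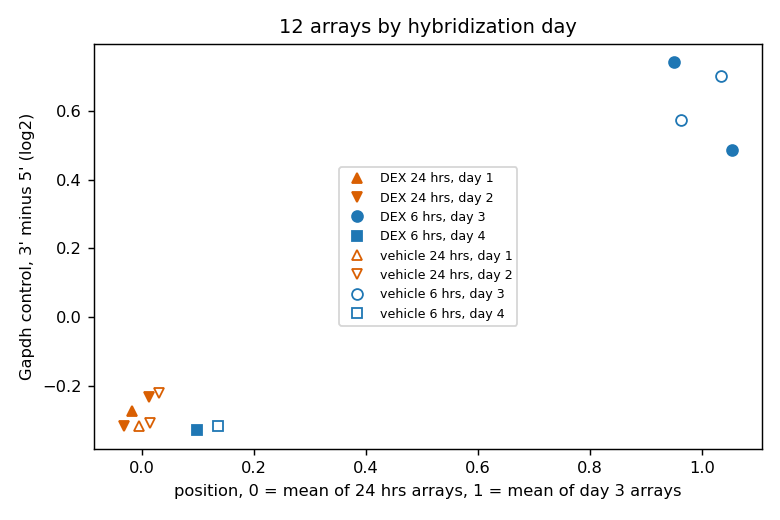
Position of each of the 12 arrays between the mean of the 24 hrs arrays (0) and the mean of the 4 arrays of the third hybridization day (1), over all expressed probe sets, against the 3′ minus 5′ log2 intensity of the Gapdh control. Marker shapes are hybridization days and filled markers are DEX; the 4 arrays of the third day lie at the upper right, and both 6 hrs arrays of replicate 4 lie close to the 24 hrs arrays.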

We first analyzed gene expression using conventional analysis functions in GeneSpring GX*. After pre-processing the data set using the GC-RMA algorithm and eliminating probe sets showing expression levels close to background, 22 091 probe sets remained, reducing the data set by 48% (Table 1). 

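Among the expressed probe sets were those of 32 of 33 listed cartilage genes and of 15 of 20 genes of hypertrophic chondrocytes, the enlarged cells of the growth plate next to bone, of which 5 had no named probe set. Col2a1, the main collagen chain of cartilage, had a mean intensity of 5345 ± 2414 (SD, n = 3) in vehicle at 6 hrs, and Col9a1, a chain of the collagen that coats its fibrils, 4915 ± 1030.3; both were chosen after their values were seen. Of other cell types, 3 of 15 endothelial and 0 of 11 erythroid markers were expressed, and of the latter 3 had no named probe set. For skeletal muscle the number was 15 of 24, for macrophages 14 of 27, for osteoclasts 6 of 10 and for adipocytes 8 of 16. All 20 markers of tendon and perichondrial fibroblasts, the connective tissue cells that surround cartilage, were expressed. In total, 20897 probe sets had a mean intensity of at least 50 in at least 1 of the 4 groups.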

Significance testing with one-Way ANOVA analysis identified probe sets differentially expressed between DEX and vehicle-treated cultures over the entire time course (Figure 1C, left panel). The resulting list contained 1158 probe sets, which is 2% of the data set's original size. 

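The genes with the largest changes over both times included Klf15, a Krüppel-like transcription factor (log2 fold change 4.68, SE 0.33, adjusted p = 1.10e-04), Tsc22d3, the glucocorticoid-induced leucine zipper (log2 fold change 3.48, SE 0.23, adjusted p = 1.00e-04), and Zbtb16, a zinc finger repressor of transcription (log2 fold change 3.28, SE 0.20, adjusted p = 6.36e-05). All 3 were higher with DEX in 6 of 6 pairs. Gjb2, a gap junction protein, was lower in 6 of 6 pairs (log2 fold change -1.86, SE 0.17, adjusted p = 4.27e-04). Over both times, 156 probe sets changed at an adjusted p under 0.05 from limma, and 1180 had an unadjusted p under 0.05. The count was 90 without DEX 24 hrs replicate 4 and 98 without vehicle 24 hrs replicate 1. With hybridization day as a block it was 600, among them all 156, and with each pair as a block 668.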

Approximately 70% of significantly changed probe sets exhibited upregulation in response to DEX treatment. This data set was further subdivided by using 1.5-, 5- and 10- fold change filters which generated lists of 162, 21 and 7 probe sets for the 6 hr time point and 399, 53 and 19 probe sets for the 24 hr time point, respectively (Table 1). 

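Of the changed probe sets, 121 rose and 35 fell with DEX, representing 89 and 30 genes. The share that rose was 77.6%, with an exact 95% binomial interval of 70.2 to 83.8% that treats probe sets as independent. The metallothioneins Mt1 (log2 fold change 2.70, SE 0.29) and Mt2 (1.94, SE 0.18), proteins that bind zinc and copper, were among those that rose. Slc39a8, which carries zinc into cells, rose as well (2.83, SE 0.21, adjusted p = 1.22e-04). Has2, the synthase of the matrix sugar hyaluronan (-1.30, SE 0.13, adjusted p = 6.71e-04), and Ak5, an adenylate kinase (-0.70, SE 0.13, adjusted p = 0.0392), fell, and both were lower in 6 of 6 pairs. The longer lists obtained with a block held a lower share of rises, 62.8% for hybridization day and 59.6% for pairs.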

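At least 10-fold changes over vehicle were seen for 8 of the changed probe sets at 6 hrs and for 7 at 24 hrs. At 6 hrs these belonged to Klf15, Tsc22d3, Zbtb16, Mt1, Sult1a1, Hif3a and 1 unnamed probe set, with Zbtb16 represented by a pair of probe sets. At 24 hrs they belonged to Klf15, Zbtb16, Sult1a1, Timp4, Hif3a, Ctxn3 and the same unnamed probe set. Hif3a at both times and Timp4 and Zbtb16 at 24 hrs reached 10-fold with a dimmer probe set, not with the brightest one, which stands for the gene elsewhere in the text. Sult1a1 encodes a sulfotransferase of phenols and had a log2 fold change of 4.20 at 24 hrs (SE 0.61, adjusted p = 0.0197). Hif3a, a subunit of the hypoxia-inducible factors, and Ctxn3 were named after their values were seen. Of the 156 probe sets changed over both times, 140 differed at least 1.5-fold and 18 at least 5-fold at 6 hrs, and 146 and 21 did so at 24 hrs. Without DEX 24 hrs replicate 4 the 1.5-fold lists held 85 and 89 probe sets, without vehicle 24 hrs replicate 1 that of 24 hrs held 97, and without DEX 6 hrs replicate 4 the 10-fold list of 6 hrs held 4. Sult1a1 lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1 or 4 or vehicle 24 hrs replicate 1 or 4 was left out (adjusted p = 0.0849 to 0.124).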

Examination of the overall differences between the mean normalized signal intensities associated with each condition showed minimal changes in gene expression (Figure 1C, right panel), indicating that GC treatment affects the expression of only a small subset of all expressed genes in this system. 

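Of 13 measured housekeeping genes, which serve functions every cell needs, 0 rose, 0 fell and 13 did not pass the test over both times, and the same numbers hold adjusted over the list alone. Their median log2 fold change was 0.12 at 6 hrs and -0.14 at 24 hrs (limma's camera, adjusted p = 0.832). The mean over these genes was below 0 in all 3 pairs of 24 hrs and in 1 of 3 pairs of 6 hrs, and the difference between the times had a camera adjusted p of 0.237, of 0.0342 with hybridization day as a block, and an adjusted p = 0.759 with an estimated correlation. Over all expressed probe sets, the median size of the difference between DEX and vehicle, regardless of sign, was 0.14 at 6 hrs and 0.17 at 24 hrs on the log2 scale. 305 probe sets, 1.46%, differed more than 2-fold at 6 hrs, and 389, 1.86%, at 24 hrs, before any test.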

A distribution of fold differences between 6 and 24 hrs showed that the majority of gene expression changes did not exceed 2-fold (Figure 1D). 

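Adam12, a membrane-bound metalloprotease, was among the changed genes below 2-fold, with a log2 fold change of 0.94 over both times (SE 0.14, adjusted p = 0.00803, higher in 6 of 6 pairs). Among the 156 probe sets changed over both times, 47 differed less than 2-fold and 109 more. At single time points, 45 of 47 changed probe sets at 6 hrs and 56 of 60 at 24 hrs exceeded 2-fold. With hybridization day as a block, 413 of 600 probe sets (68.8%) lay under 2-fold over both times, as did 70 of 198 (35.4%) at 6 hrs and 242 of 455 (53.2%) at 24 hrs.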

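Genes that rose at both time points included Angptl7, a secreted angiopoietin-like protein (log2 fold change 2.34 at 6 hrs, SE 0.22, adjusted p = 0.00136; 2.11 at 24 hrs, SE 0.22, adjusted p = 0.00289), and Cryab, a small heat shock protein (1.42 and 2.40, adjusted p = 0.0227 and 6.96e-04). Slc10a6, a carrier of sulfated steroids, had values of 1.96 and 1.51, Otulinl of 1.95 and 1.36, and Foxred2, an oxidoreductase of the endoplasmic reticulum, of 2.92 and 2.16. Cryab lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 1, 2 or 4, vehicle 6 hrs replicate 1 or 2, DEX 24 hrs replicate 1 or vehicle 24 hrs replicate 1 was left out (adjusted p = 0.0547 to 0.108). Slc10a6 lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 2 or vehicle 6 hrs replicate 1 was left out (adjusted p = 0.0594 to 0.0696), and its call at 24 hrs was lost without any 1 of vehicle 6 hrs replicate 1, DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1, 2 or 4 (adjusted p = 0.0676 to 0.227). Foxred2 lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1 or 2 was left out (adjusted p = 0.0661 to 0.111), and Otulinl lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1 or 4 was left out (adjusted p = 0.0559 to 0.0817). At 6 hrs, 47 probe sets changed, 41 up and 6 down, and 764 had an unadjusted p under 0.05. The 764 lie below the number chance alone gives at that p, and with hybridization day as a block 2106 did so. A probe set that did not pass at 6 hrs without a block is therefore not shown to be unchanged. At 24 hrs, 60 changed, 52 up and 8 down, with 1303 at an unadjusted p under 0.05. All 60 probe sets changed at 24 hrs and 45 of the 47 changed at 6 hrs had the same sign at the other time point, while over all expressed probe sets the share was 47.5%. No probe set had a DEX effect that differed between the time points at an adjusted p under 0.05 from limma, and 758 did so at an unadjusted p under 0.05. This number also lies below what chance alone gives. With hybridization day as a block it was 2376, of which 0 passed after adjustment. With hybridization day as a block the counts of changed probe sets at 6 and 24 hrs were 198 and 455. They were 18 and 22 without the expression filter, and 0 and 163 with only the arrays compared in the fit. In the methods' Welch test at 5% FDR they were 0 and 0. Within the days that held 2 DEX and 2 vehicle arrays, they were 58 at 6 hrs and 127 at 24 hrs. Leaving out any 1 of DEX 6 hrs replicate 1, 2 or 4, vehicle 6 hrs replicate 1 or 2, DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1 gave 18 to 29 probe sets at 6 hrs, and leaving out any 1 of the 24 hrs arrays gave 16 to 35 at 24 hrs.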

In each case, both time points exhibited the same overall trends in gene expression, but, as expected, the 24 hr time point consistently showed a higher proportion of probe sets altered by DEX treatment.

**Table 1:** Microarray analysis of DEX-treated primary chondrocyte monolayers.

Specifications	Probe sets at 6 hrs	Probe sets at 24 hrs
**Total number of probe sets**	**45101**	**45101**
Significantly expressed	22091	22091
**Differentially expressed**	**1158**	**1158**
1.5-fold changed	162	399
**5-fold changed**	**21**	**53**
10-fold changed	7	33
**1.5-fold up-regulated**	**141**	**342**
5-fold up-regulated	20	50
**10-fold up-regulated**	**7**	**19**
1.5-fold down-regulated	21	57
**5-fold down-regulated**	**1**	**3**
10-fold down-regulated	0	0

### Probe set validation

To confirm the accuracy of the microarrays in identifying biologically significant differences, we selected a variety of expressed transcripts for qRT-PCR analysis (Figure 2A). Transcripts that either belonged to a functional class implicated in cartilage development or exhibited marked changes with DEX treatment were chosen. Markers exhibiting marginal changes in gene expression were also selected for control purposes. Specifically, we evaluated the expression patterns of Indian hedgehog (*Ihh*), Tissue inhibitor of matrix metalloproteinase 4 (*Timp4*), Cyclin-dependent kinase inhibitor 1C (*Cdkn1c*), which contains a GC response element in its promoter [57], Integrin beta like 1 protein (*Itgbl1*), GC receptor (*Nr3c1*), Integrin beta 1 (*Itgb1*) and Kruppel-like factor 15 (*Klf15*) over 0, 6, 12, and 24 hrs of culture with or without DEX treatment. Transcripts for *Klf15 *were up-regulated from 0 to 6 hrs while *Ihh*, *Timp4*, *Cdkn1c *and *Itgbl1 *all increased after the 6 hr time point. 

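Klf15, a transcription factor of gluconeogenesis and lipid use in other tissues, rose at 6 hrs (log2 fold change 5.00, SE 0.47, adjusted p = 0.00136) and at 24 hrs (log2 fold change 4.36, SE 0.47, adjusted p = 0.00326). Itgbl1, a secreted protein with integrin-like repeats, had a log2 fold change of 0.91 at 6 hrs (SE 0.43, adjusted p = 1.00) and rose at 24 hrs (2.81, SE 0.43, adjusted p = 0.0242). Timp4, an inhibitor of matrix metalloproteinases, had values of 0.83 and 1.64 (SE 0.31, adjusted p = 0.0749 at 24 hrs), and Cdkn1c, an inhibitor of cyclin-dependent kinases, of 0.32 and 0.95 (SE 0.17, adjusted p = 0.0592 at 24 hrs). Both were higher in 6 of 6 pairs and rose over both times (adjusted p = 0.0310 and 0.0470). Ihh, the signal that prehypertrophic chondrocytes secrete, had a log2 fold change of 0.12 at 6 hrs and 0.95 at 24 hrs (SE 0.39, adjusted p = 0.706) and was higher in 5 of 6 pairs. At 24 hrs Timp4 had an adjusted p = 0.0304 with hybridization day as a block and 0.0595 with each DEX and vehicle pair as a block, within 0.00428 to 0.355 over 25 other settings. The corresponding values were 0.0152 and 0.00758 for Cdkn1c (0.00758 to 0.547 over 25 other settings) and 0.0421 and 0.0611 for Ihh (0.0421 to 1.00 over 25 other settings). Itgbl1 lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1 or 2 was left out (adjusted p = 0.0900 to 0.147).

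**Figure D2:**
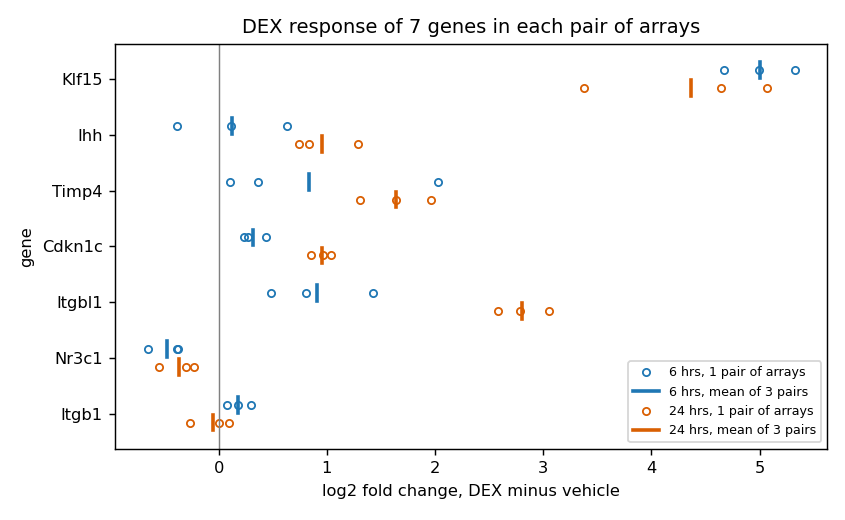
Log2 fold change of DEX over vehicle for the 7 genes that were also measured by qRT-PCR. Circles are single pairs and bars the mean of 3 pairs, in blue for 6 hrs and in orange for 24 hrs; Klf15 lies highest at both time points, at a mean of 5.00 and 4.36.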

*Nr3c1*, which encodes the GR, was not affected by DEX-treatment at both 6 and 24 hrs, but does contain a putative GRE [58]. 

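Nr3c1 had a mean intensity of 581 ± 30.2 (SD, n = 3) in vehicle and 421 ± 60.2 with DEX at 6 hrs, and of 495 ± 67.5 and 383 ± 11.1 at 24 hrs. Its log2 fold change was -0.47 (SE 0.16, adjusted p = 0.884) at 6 hrs and -0.36 (SE 0.16, adjusted p = 0.786) at 24 hrs, and its intensity was lower with DEX in 6 of 6 pairs. Over both times the value was -0.42 (SE 0.11, adjusted p = 0.230). With hybridization day as a block the latter adjusted p was 0.0469, and with each pair as a block 0.0485, the range over the blocks run. Of 4 expressed probe sets for this gene, 1 had a log2 fold change above 0 at 6 hrs and 0 at 24 hrs.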

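Itgb1 encodes the beta chain shared by most collagen and fibronectin receptors of chondrocytes. Its mean intensity was 1677 in vehicle and 1937 with DEX at 6 hrs, and 2077 and 2009 at 24 hrs. The log2 fold change was 0.18 at 6 hrs (SE 0.27, adjusted p = 1.00) and -0.05 at 24 hrs (SE 0.27, adjusted p = 1.00), and its 3 expressed probe sets differed in sign. Without DEX 6 hrs replicate 4 the value at 6 hrs was -0.12, and without DEX 24 hrs replicate 2 that at 24 hrs was 0.04. In both fits the vehicle partner stayed in, so DEX and vehicle no longer shared hybridization days equally. Within days 3 and 4 the value at 6 hrs was 0.13 and 0.29. Within days 1 and 2 the value at 24 hrs was -0.27 and 0.05.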

Transcripts such as *Itgb1 *that exhibited less than 1.5-fold change in our arrays were also confirmed with qRT-PCR, providing further evidence that the microarray data represented authentic gene expression data. Interestingly, the fold change difference varied according to the experimental method. In cases such as *Timp4 *and to a lesser extent *Cdkn1c*, qtPCR data showed higher fold change increases with the DEX treatment than in microarrays. In contrast, the expression pattern for *Klf15 *exhibits a higher fold-change difference in the microarrays compared to the control. 

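The large ratios of Klf15 rested on low vehicle levels. Its mean intensity in vehicle was 5.23 ± 2.44 (SD, n = 3) at 6 hrs and 13.2 ± 9.93 at 24 hrs, below the minimum of 50 for expression, and with DEX it was 159 ± 38.9 and 234 ± 56.5. With 16 added to each intensity before log2, which shrinks ratios of low values, the log2 fold change of Klf15 at 6 hrs was 3.03 and that of Klf15 at 24 hrs 3.12, and both passed the test. Among 3 against 3 arrays of 6 hrs fitted on their own, Klf15 at 6 hrs had an adjusted p of 0.123 in limma, within 4.61e-04 to 1 over 25 other settings.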

While data normalization using the RMA algorithm provides excellent estimates of reliable signal intensities, other methods such as the M.A.S. 5.0 algorithm are known to outperform RMA in its ability to accurately estimate fold change differences in transcript levels [59].

**Figure 2:**
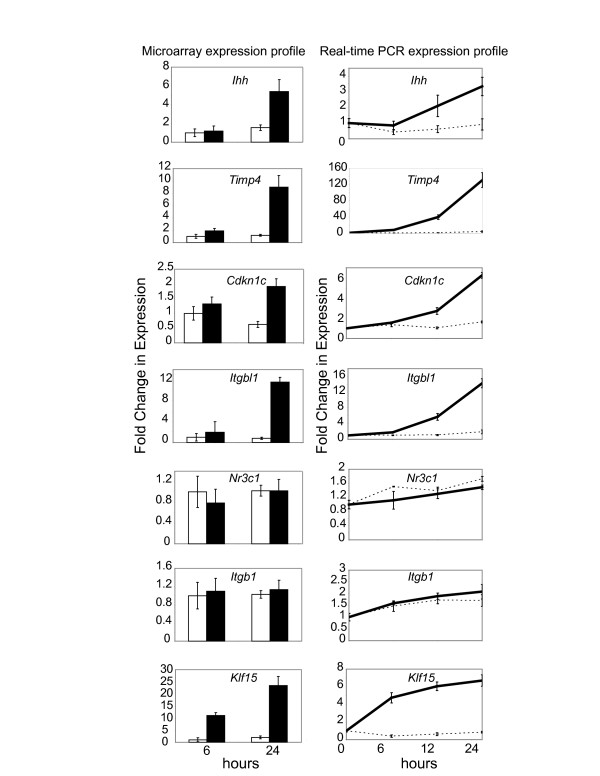
**Identification of significantly expressed probe sets and subsequent validation with real-time RT-PCR**. Expression profiles for selected transcripts in vehicle- or DEX-treated chondrocytes are confirmed with real-time RT-PCR at 0, 6, 12 and 24 hr time points. Indian hedgehog (*Ihh*), tissue inhibitor of matrix metalloproteinase 4 (*Timp4*), cyclin-dependent kinase inhibitor 1C (*Cdkn1c*, p57), integrin beta like 1 protein (*Itgbl1*), glucocorticoid receptor (*Nr3c1*), integrin beta 1 (*Itgb1*) and kruppel-like factor 15 (*Klf15*) microarray data are shown on the left at the 6 and 24 hr time points and corresponding real-time expression values are shown on the right. P-values less than 0.01 are deemed significant. Specifically, *Ihh*, *Timp4*, *Itgbl1 *and *Klf15 *exhibit significant differences between the 6 and 24 hr time point and between treatments. Dotted lines indicate the control and solid lines denote DEX treatment.

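In vehicle, Itgbl1 had a log2 difference of 0.07 from 6 to 24 hrs (adjusted p = 0.922) and Ihh of 0.97 (adjusted p = 0.137). Ihh lay below the expression minimum in vehicle at 6 hrs, so the size of its change is uncertain. The vehicle levels of Klf15 and Timp4 lay below the expression minimum at both times, so their change in vehicle is not given and their values below rest on low signals. The DEX effect at 24 hrs minus that at 6 hrs was 1.9 for Itgbl1 (SE 0.60, adjusted p = 1.00), 0.83 for Ihh (SE 0.55, adjusted p = 1.00), 0.80 for Timp4 (SE 0.44, adjusted p = 1.00) and -0.64 for Klf15 (SE 0.66, adjusted p = 1.00). None of these passed limma's test after adjustment over all expressed probe sets, nor did any with hybridization day as a block, where the adjusted p for Itgbl1 was 0.274 and for Ihh 0.371. As time points were hybridized on different days, the differences in vehicle hold both.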

### GSEA to identify the effects of dexamethasone on gene expression in chondrocytes

Traditional microarray analysis methods are useful for the identification of probe sets exhibiting transcriptional responses to DEX-treatment, but are limited in certain capacities. Alternate statistical methods such as ANOVA testing produced transcript lists that, while effectively reducing the dimensionality or sample size of the data set, increased the rate of false negative data thus hampering our ability to generate meaningful hypotheses from the data (Figure 1). Also, the overall effect of DEX treatment on gene expression was modest, which may have reduced the significance of biologically relevant genes because their signal intensities were close to background levels. Accordingly, we did not have a clear concept of the central pathways and biological categories affected by DEX treatment. Similarly, Gene Ontology annotations were not sufficiently robust to detect differences in the representation of specific molecular categories (data not shown). We therefore implemented GSEA [52], an algorithm that is designed to effectively evaluate the effect of a specific experimental condition on known biological pathways and functional categories. These analyses show whether a given treatment (e.g. DEX stimulation) results in enrichment of genes sets involved in the regulation of a specific phenotype (see materials and methods for details).

We created a gene set consisting of 77 gene lists representing different tissue types, functional categories and pathways derived from other microarray studies in the literature (Table 2). We drew conclusions from the top gene sets that had a false discovery rate (FDR) less than 25% and a p-value less than 0.001, both of which are acceptable cut-offs for the identification of biologically relevant probe sets. This cut-off, although relatively high, was optimized to reduce the occurrence of false negative data in data sets interrogating a small number of gene sets. Additionally, the FDR compensates for the inherent lack of coherence microarray data sets exhibit between gene expression and specific experimental conditions [52]. Enriched gene sets were identified in both DEX and vehicle data (Table 3). Specifically, the highest statistical confidence and correlation with the DEX phenotype was assigned to metabolism and extracellular matrix, which contained 196 and 228 genes, respectively (Figure 3, left panels, Table 4 and 5). 

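Of 97 measured matrix genes, the collagens, proteoglycans and glycoproteins around the cell, 2 rose, 0 fell and 95 did not pass the test over both times (3 rose and 0 fell when adjusted over the list alone). Those that rose were Omd, a small proteoglycan of mineralized tissue, and Chad, a cartilage glycoprotein bound by integrins (log2 fold change 0.96 at 6 hrs and 0.97 at 24 hrs, adjusted p = 0.0170 over both times, chosen after its value was seen). As a list, matrix genes were shifted upward in limma's camera (adjusted p = 9.56e-04), with an adjusted p = 0.467 with an estimated correlation, and the call was lost without DEX 6 hrs replicate 4 (adjusted p = 0.180). Genes of amino acid breakdown were shifted upward as a list too (adjusted p = 6.76e-04; adjusted p = 0.115 with an estimated correlation). Of 32 measured members, 1 rose, 0 fell and 31 did not pass the test over both times (1 rose and 0 fell when adjusted over the list alone), and the member that rose was Glul, glutamine synthetase, which builds rather than breaks down an amino acid (log2 fold change 1.35 and 1.56, adjusted p = 0.0113 over both times, chosen after its value was seen). Of 36 genes of glucose metabolism, 1 rose (Pdk4, which restrains the entry of pyruvate into mitochondria) and 0 fell, and 2 rose when adjusted over the list alone. Fatty acid genes had 1 rise (Fabp4, a fatty acid carrier) among 51, and genes of cholesterol synthesis and glutathione transferases none among 21 and 16, with the same numbers adjusted over the list alone. These 4 lists had camera adjusted p = 0.143, 0.832, 0.112 and 0.197. With hybridization day as a block, 11 matrix genes rose and 0 fell, and the numbers were 2 and 0 for amino acid breakdown, 2 and 0 for glucose, 3 and 1 for fatty acid and 0 and 1 for cholesterol genes.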

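Matrix genes had a mean log2 fold change of 0.10 at 6 hrs and 0.17 at 24 hrs (difference 0.07, SE 0.06), and 0 and 1 of them rose at the respective time point. Genes of amino acid breakdown averaged 0.13 at 6 hrs and 0.22 at 24 hrs (difference 0.09, SE 0.05), and 0 and 0 of them rose. For genes of glucose metabolism the means were 0.10 at 6 hrs and 0.03 at 24 hrs, and for those of fatty acid metabolism 0.00 at 6 hrs and 0.06 at 24 hrs. The difference between time points was tested for each list with limma's camera and passed for none of these 4 (adjusted p = 0.708, 0.343, 0.708 and 0.384).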

In each case, the expression of genes positively correlated with the DEX phenotype at the 24 hr time point exceeded the number of genes at the 6 hr time point (Figure 3, right panels). Metabolic genes included aldehyde and alcohol dehydrogenases (Table 4), among others, and were identified in accordance with previously documented roles for GC in various metabolic processes and tissues [60,61]. 

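Of 30 measured aldehyde and alcohol dehydrogenases and related enzymes, 0 rose, 0 fell and 30 did not pass the test over both times (1 rose and 0 fell when adjusted over the list alone), and 19 had a log2 fold change above 0. Aldh1a1, the first gene of Table 4, had a ranked metric score of 1.49 here, against 0.417 in the paper, a score that carries no test. Of 51 expressed core genes of Table 4, 0 passed the test over both times without a block and 7 with hybridization day as a block. Adhfe1, an alcohol dehydrogenase of mitochondria (log2 fold change 0.61 at 6 hrs and 1.16 at 24 hrs), Aldh6a1, which acts in valine breakdown (0.74 and 0.73), and Cbr3, a carbonyl reductase (0.63 and 0.86), were chosen after their values were seen and passed the test over both times with hybridization day as a block (adjusted p = 0.0299, 0.0169 and 0.0299), while without a block their adjusted p was 0.375, 0.316 and 0.0726. The list had an adjusted p of 0.0566 in camera, 0.0456 with the day as a block, and adjusted p = 0.212 with an estimated correlation, within 0.0353 to 0.221 over 21 other settings.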

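Dmp1, an acidic phosphoprotein of mineralizing matrix, was near background in 3 of the 4 groups. Its mean intensity was 10.1 ± 3.53 (SD, n = 3) in vehicle and 7.04 ± 3.59 with DEX at 6 hrs, 11.6 ± 3.33 in vehicle at 24 hrs, and 83.9 ± 67.0 with DEX at 24 hrs. The log2 fold change was -0.58 at 6 hrs (SE 0.61, adjusted p = 1.00) and 2.50 at 24 hrs (SE 0.61, adjusted p = 0.216), and 4 of 6 pairs were higher with DEX. At 24 hrs Dmp1 had an adjusted p = 0.0466 with hybridization day as a block and 0.0892 with each DEX and vehicle pair as a block, within 0.0400 to 0.649 over 23 other settings.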

Closer examination of the genes contributing to the enrichment scores for the ECM gene set revealed that Dentin matrix protein 1 (*Dmp1*) was the top ranking gene (Table 5). DMP1 belongs to the SIBLING family of matrix molecules and has been linked to chondrocyte differentiation. *Dmp1 *knockout mice display disordered postnatal chondrogenesis, among other skeletal abnormalities [62]. Interestingly, integrin binding sialoprotein (*Ibsp*) [63-66]), another SIBLING family member, and osteocalcin (*Bglap2*) both contain putative GRE sequences, but did not contribute to the enrichment score for this category [63,66]. They did, however, belong to the core group of genes that were enriched when a micromass culture gene set was used to interrogate the DEX data (Figure 4).

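Ibsp, a sialic acid-rich matrix protein of bone and of hypertrophic cartilage, had a log2 fold change of 0.33 at 6 hrs (SE 0.24) and 0.92 at 24 hrs (SE 0.24, adjusted p = 0.271). Its mean intensity at 24 hrs was 1290.1 ± 289 (SD, n = 3) in vehicle and 2439 ± 555 with DEX, and it was higher in 6 of 6 pairs. At 24 hrs Ibsp had an adjusted p = 0.0304 with hybridization day as a block and 0.0566 with each DEX and vehicle pair as a block, within 0.0304 to 0.869 over 25 other settings. Bglap2 was not analysed here, as the annotation used gave its symbol to no probe set, and 9211 probe sets had no symbol.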

**Table 2:** Gene sets used in GSEA.

Category name	Number of genes	Category name	Number of genes
Adipose	70	Nucleus_3	510
Apoptosis	39	Fkbp	33
Bone	116	3vs15_1.5x_1	497
Cartilage	28	3vs15_1.5x_2	497
Catalytic	245	3vs15_1.5x_3	497
Chaperone	81	3vs15_1.5x_4	497
Chemokine	31	3vs15_1.5x_5	76
Chromatin/Hdacs	24	Igf	48
Cyclin	225	Cart_2	299
Cytokine	127	Cart_3	352
1_Dnabind	500	Liver_1	260
2_Dnabind	448	Liver_2	260
Ecm	228	Blood	111
Electron_Transp	40	Protease_1	269
Gf Receptor	327	Protease_2	269
Gluconeogen	31	Phosphatase	473
Growth Factor	106	Dusp	20
Gtpase Activator	46	Kinase_1	499
Gtpase Activ	73	Kinase_2	499
Heparin Bind	37	Kinase_3	227
Hormone	75	Integrin_Rel	173
Muscle	198	Brain_Rel	379
Neg_Apoptosis	50	Hepatocyte	19
Oncogene	154	Obl_Oclast	16
Pos_Apoptosis	79	Interleukinrelated	175
Related_Apoptosis	311	Rgs_Related	44
Structure	151	Caspase_Related	47
Sugar_Bind	104	Creb_Atf3	32
Tf_Activ	56	Nuclear Receptor	138
Tf_Repress	55	Nuc_Hormone_Receptor	55
Tgfb	45	Mapkrelated	267
Tnf_Receptor	69	Membrane	260
Tumor Suppressor	48	Metabolism	196
Wnt	53	Nucleus_1	494
Actin_Cytoskel	38	Nucleus_2	494
Angiogen	57	Pzhorton.Farnum	413
Bmprelated	62	Hzhorton.Farnum	407
Cytoplasm	411		
Erk_Related	40		
Fgf_Related	64		

**Table 3:** GSEA of DEX-treated primary chondrocytes.

Gene set name	Size	ES	NES	NOM p-val	FDR q-val
Metabolism	196	0.471	1.935	<0.001	0.016
Extracellualr Matrix	228	0.451	1.878	<0.001	0.016
Fkbp	33	0.559	1.696	0.011	0.054
Integrin_Related	173	0.407	1.643	<0.001	0.001
Angiogenesis	57	0.479	1.610	0.012	0.065
Kinase_1	499	0.343	1.549	<0.001	0.092
Tumor Suppressor	48	0.457	1.492	0.037	0.126
Catalytic	245	0.337	1.420	0.008	0.172
Hepatocyte	19	0.529	1.406	0.104	0.161
D3 Vs D15_2	497	0.304	1.368	0.004	0.194
Igf	48	0.412	1.348	0.093	0.208
Cyclin	224	0.322	1.344	0.028	0.199
Actin_Cytoskel	38	0.426	1.325	0.124	0.213
Structure	151	0.332	1.312	0.053	0.219
Cytoplasm	411	0.292	1.300	0.023	0.224
Adipose	70	0.368	1.285	0.116	0.232
Gtpase Activity	73	0.363	1.280	0.113	0.230
Cartilage	28	0.432	1.262	0.169	0.246
Chemokine	31	-0.779	-2.40	<0.001	0
Cytokine	127	-0.579	-2.31	<0.001	0
Growth Factor	106	-0.517	-2.01	<0.001	7.698E-04
Interleukinrelated	175	-0.469	-1.98	<0.001	9.475E-04
Bone	16	-0.577	-1.51	0.051	8.945E-02
Creb_Atf3	30	-0.469	-1.43	0.065	1.300E-01
Dusp	20	-0.508	-1.40	0.102	1.418E-01
Blood	111	-0.351	-1.37	0.037	1.425E-01
3vs15_1.5x_3	496	-0.288	-1.35	0.002	1.518E-01
Protease_2	268	-0.306	-1.35	0.015	1.411E-01
Nuc_Hormone_Receptor	55	-0.381	-1.32	0.086	1.570E-01
Tf_Repress	55	-0.380	-1.32	0.091	1.498E-01
3vs15_1.5x_4	497	-0.272	-1.28	0.011	1.817E-01
Erk_Related	40	-0.385	-1.25	0.157	2.169E-01

ES, enrichment score

NES, normalized enrichment score

FDR q-val, false discovery rate and multiple testing corrections (q-value)

NOM p-val; the uncorrected p-value

**Table 4:** Metabolic transcripts enriched in DEX-treated chondrocytes. I.

HUGO symbol	Rank	RMS*	RES**	HUGO symbol	Rank	RMS*	RES**
Aldh1a1	26	0.417	0.053	Slc27a4	1616	0.058	0.426
Eya2	40	0.355	0.099	Ltbp2	1721	0.056	0.428
Vcl	106	0.228	0.125	Hsd17b1	1783	0.055	0.432
Adhfe1	116	0.222	0.154	P4ha2	1783	0.055	0.432
Ids	123	0.212	0.181	Mut	1850	0.053	0.443
Cbr3	133	0.204	0.207	Pde3a	2195	0.048	0.432
Aldh6a1	202	0.165	0.225	Sulf2	2200	0.048	0.438
Bcat2	224	0.157	0.245	Prep	2316	0.046	0.438
Pmm1	278	0.145	0.261	Plod3	2387	0.045	0.441
Pcx	553	0.105	0.261	1110013G13RIK	2510	0.043	0.440
Fthfd	554	0.105	0.275	Pld1	2669	0.041	0.437
Atp1a1	560	0.104	0.288	Au041707	2721	0.040	0.440
Gstm1	619	0.099	0.298	Decr1	2837	0.039	0.439
Gstm2	742	0.088	0.303	Gstm5	2872	0.038	0.443
1700061G19RIK	787	0.086	0.312	Bckdha	2932	0.038	0.445
Slc38a4	833	0.084	0.321	Atp11a	2951	0.038	0.449
Pyp	847	0.083	0.331	Gstp1	2967	0.037	0.453
Aacs	901	0.080	0.339	Dhrs7	3014	0.037	0.455
Plod1	934	0.079	0.348	Cbr2	3147	0.035	0.453
Acas2	983	0.077	0.355	Echdc3	3152	0.035	0.458
Auh	1068	0.074	0.361	Acy3	3254	0.035	0.457
Gcat	1109	0.072	0.368	Dhrs1	3483	0.032	0.450
Dhrs8	1184	0.070	0.373	Itgb1	3527	0.032	0.452
Egln3	1232	0.068	0.380	4933406E20RIK	3553	0.031	0.454
Mthfs	1268	0.067	0.387	Plod2	3574	0.031	0.458
Mvk	1298	0.066	0.394	Pmm2	3582	0.031	
Aup1	1325	0.065	0.401	Ugp2	3583	0.031	
Spr	1456	0.062	0.403	Gnpat	3633	0.031	
Sc5dl	1462	0.062	0.411	1110003P22RIK	3636	0.031	
1300018J18RIK	1516	0.061	0.416	Dbt	3710	0.030	
Agpat3	1524	0.061	0.423				

Rank = position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

**Table 5:** ECM-related transcripts enriched in DEX-treated chondrocytes.

HUGO symbol	Rank	RMS	RES	HUGO symbol	Rank	RMS*	RES**
Dmp1	18	0.470	0.036	Matn4	882	0.081	0.420
Omd	27	0.409	0.068	Lama3	886	0.081	0.427
Itga5	38	0.358	0.095	Nyx	992	0.077	0.427
Adamts1	57	0.305	0.118	Lamb2	1082	0.073	0.429
Timp4	61	0.296	0.141	Bsg	1100	0.072	0.433
Col4a1	86	0.268	0.161	Fbn2	1242	0.068	0.432
Col4a2	98	0.247	0.180	Ntn4	1245	0.068	0.437
Adam12	112	0.225	0.197	5730577E14RIK	1381	0.064	0.435
Prelp	139	0.200	0.211	Col6a2	1405	0.064	0.439
Postn	142	0.195	0.227	Ntn3	1415	0.063	0.443
Chad	176	0.174	0.239	Tgfb2	1531	0.060	0.442
Mgp	195	0.168	0.251	Mia1	1575	0.059	0.445
Col1a1	232	0.154	0.261	Mmp14	1803	0.054	0.438
Mfap5	233	0.153	0.273	Col15a1	1845	0.053	0.440
Col10a1	266	0.146	0.283	Ctgf	1882	0.052	0.442
Smoc2	279	0.145	0.294	Col6a1	1942	0.052	0.443
Aspn	294	0.141	0.304	Gpld1	1946	0.051	0.447
Col4a5	367	0.128	0.310	Emid2	2043	0.050	0.446
Adamts15	385	0.126	0.319	Col7a1	2047	0.050	0.450
Tgfb1	394	0.125	0.329	Adam10	2107	0.049	0.451
Sparcl1	440	0.119	0.336	Col9a2	605	0.100	0.370
Adam17	483	0.112	0.343	Matn3	610	0.099	0.377
Lama5	508	0.110	0.350	Col11a2	636	0.097	0.384
Lamc1	517	0.109	0.358	Hapln1	650	0.096	0.391
Spock2	581	0.102	0.363	Lama2	685	0.092	0.396
Lama1	688	0.092	0.403	Gpc3	796	0.086	0.412
Ltbp4	704	0.091	0.410	Lama4	827	0.084	0.417

*RMS = the ranked metric score

**RES = the running enrichment score

**Figure 3:**
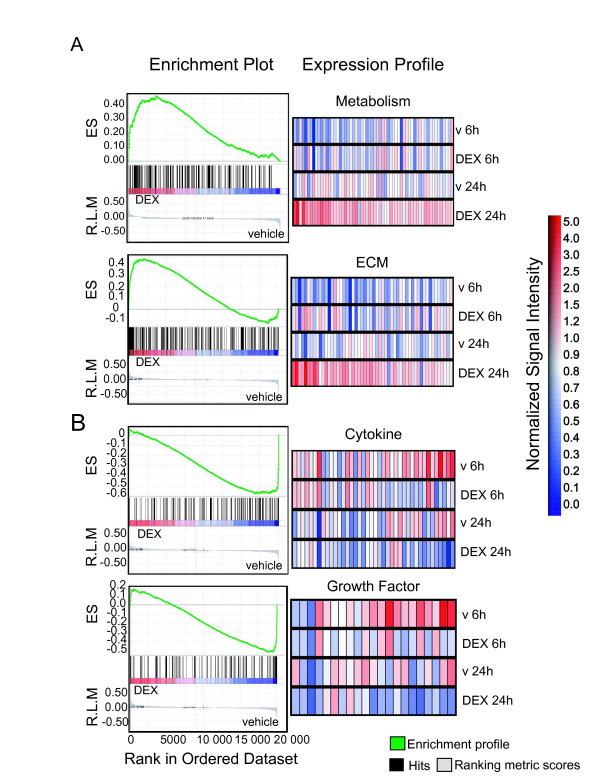
**Enrichment plots for statistically significant gene sets identified by GSEA**. User-defined gene sets enriched with the DEX or vehicle conditions are depicted. Black bars illustrate the position of probe sets belonging to metabolic, extracellular matrix (A), cytokine and growth factor (B) gene sets in the context of all probes on the DEX array. The running enrichment score (RES) plotted as a function of the position within the ranked list of array probes is shown in green. The ranked list metric shown in gray illustrates the correlation between the signal to noise values of all individually ranked genes according and the class labels (experimental conditions). Metabolic and ECM genes are overrepresented in the left side of the enrichment plot indicating correlation to differential expression in DEX-treated chondrocytes. In contrast, cytokines and growth factor genes are enriched in the right side of the plots and correspond to the vehicle control. Significantly enriched data sets are defined according to GSEA default settings i.e., a p < 0.001 and a false discovery rate (FDR) < 0.25. Individual expression profiles for probe sets contributing to the normalized enrichment score are shown in the right panel. R.L.M = ranked list metric, E.S. = enrichment score.

**Figure 4:**
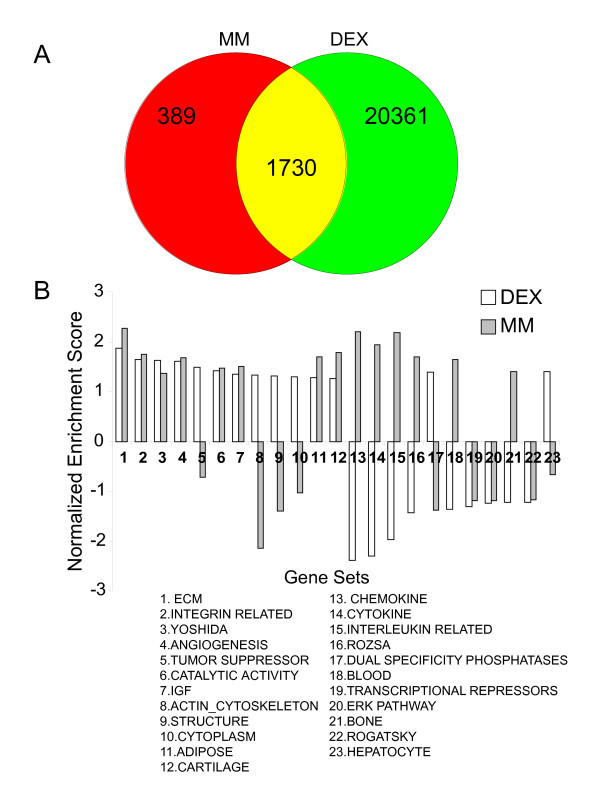
**Comparison of DEX-treated primary chondrocytes to a time course of chondrocyte differentiation in micromass culture**. The Venn diagram depicts probe sets that are common between the list of 2119 probe sets differentially expressed between days 3 and 15 of micromass culture and the list of 22 091 significantly expressed probe sets in primary chondrocyte monolayer cultures (A). The matrix of 77 user-defined gene sets are used to interrogate microarray data from days 15 and day 3 of micromass culture. Normalized enrichment scores (NES) generated from this analysis are then compared to NES scores derived from the DEX study to evaluate similarities in the regulation of different groups of genes in chondrocytes (B). Positive enrichment scores (ES) indicate gene sets that are enriched and up-regulated in DEX-treated chondrocytes or d15 of micromass culture. Negative ES indicate gene set enrichment and down-regulation in the DEX-treatment or up-regulation in the day 3 samples of the micromass (MM) culture data set.

Osteomodulin, an additional matrix molecule shown to be structurally similar to IBSP [67], ranked second in the list of enriched ECM genes. 

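Omd, a keratan sulfate proteoglycan of bone, rose at 24 hrs with a log2 fold change of 2.24 (SE 0.18, adjusted p = 6.96e-04). The mean intensity was 261 ± 25.1 (SD, n = 3) in vehicle and 1235 ± 110.3 with DEX. At 6 hrs the log2 fold change was 0.86 (SE 0.18, adjusted p = 0.148), and Omd was higher with DEX in 6 of 6 pairs. At 6 hrs Omd had an adjusted p = 0.00933 with hybridization day as a block and 0.0310 with each DEX and vehicle pair as a block, within 0.00933 to 1 over 25 other settings. Its effect at 24 hrs minus that at 6 hrs was 1.38 (SE 0.25, adjusted p = 1.00).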

Additional ECM molecules expressed in terminally differentiated chondrocytes such as collagen 10 (*Col10a1*) and osteonectin (*Spock1*) were identified, suggesting that this molecular classification is important for transmitting GC signaling in the growth plate.

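Col10a1, the collagen of hypertrophic cartilage, had a log2 fold change of 0.12 at 6 hrs (SE 0.71) and 0.41 at 24 hrs (SE 0.71, adjusted p = 1.00), at mean intensities of 1129 in vehicle and 1492 with DEX at 24 hrs. It was higher with DEX in 6 of 6 pairs and passed the test at neither time point. Without DEX 6 hrs replicate 4 the value at 6 hrs was -0.66, but the vehicle array of replicate 4 then stayed in. That fit compares DEX arrays of hybridization day 3 with vehicle arrays of days 3 and 4. Within day 3 the value was 0.15, and within day 4, from 1 DEX and 1 vehicle array, 0.06. Spock1, a testican proteoglycan, stayed under the expression minimum, with mean intensities of 18.1 and 6.73 at 6 hrs and 9.88 and 5.25 at 24 hrs for vehicle and DEX, and 2 of 6 pairs were higher with DEX.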

Interestingly, the normalized enrichment scores for factors down-regulated by DEX treatment were higher than those positively correlated with DEX, but contained fewer probe sets contributing to the scores. 

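Of 18 measured cytokines, 0 rose, 2 fell and 16 did not pass the test over both times (1 rose and 5 fell when adjusted over the list alone). Il11 and Il6 were the members that fell. The list was shifted downward in camera (adjusted p = 4.93e-04), also with an adjusted p = 0.0266 with an estimated correlation, but not with hybridization day as a block as well (0.209), and its mean log2 fold change was -0.52 at 6 hrs and -0.43 at 24 hrs. Of 37 measured growth factors, 1 rose, 2 fell and 34 did not pass the test over both times (2 rose and 2 fell when adjusted over the list alone; 4 and 3 with hybridization day as a block), and the list's adjusted p was 0.863. Gdf5, a signal of the joint region (log2 fold change -1.32 at 6 hrs and -0.73 at 24 hrs, adjusted p = 0.0435 over both times), and Hbegf, a ligand of the EGF receptor (-0.98 and -1.07, adjusted p = 0.0337), fell. Tgfa, another ligand of that receptor, rose (0.58 and 1.04, adjusted p = 0.0252). These 3 growth factors were chosen after their values were seen.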

Gene sets composed of 127 and 106 genes associated with cytokine and growth factor activity, respectively, were negatively correlated with DEX treatment (Figure 4, Table 6, 7). In other studies, cytokines such as Il-8 and GROα were found to promote the hypertrophy of osteoarthritic cartilage, and excess interleukins 1β(IL-1β), interleukin 6 (IL-6) and Tumor Necrosis Factor alpha (TNF-α) cause growth failure in children [68-70]. 

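Il11, a cytokine that signals through the gp130 receptor chain, fell at 6 hrs (log2 fold change -3.09, SE 0.43, adjusted p = 0.0193) from a mean intensity of 308 in vehicle to 40.0 with DEX, and had a log2 fold change of -1.88 at 24 hrs (adjusted p = 0.170). Il6 passed the test over both times (adjusted p = 0.00784), with values of -2.53 at 6 hrs and -2.25 at 24 hrs. Lif, a related cytokine, had values of -1.26 and -0.69 and an adjusted p of 0.0527 over both times, and of 0.00958 with hybridization day and 0.00539 with each pair as a block, the range over the blocks run. All 3 were lower with DEX in 6 of 6 pairs. At 24 hrs Il11 had an adjusted p = 0.0347 with hybridization day as a block and 0.0348 with each DEX and vehicle pair as a block, within 0.0347 to 0.596 over 25 other settings. Il11 lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 2 or 4 or vehicle 6 hrs replicate 1, 2 or 4 was left out (adjusted p = 0.0663 to 0.0820).

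**Figure D3:**
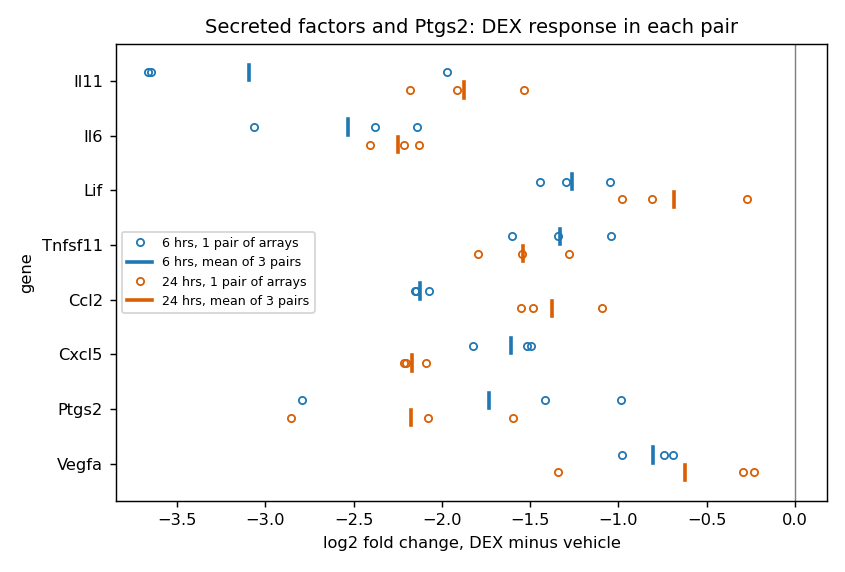
Log2 fold change of DEX over vehicle for Il11, Il6, Lif, Tnfsf11, Ccl2, Cxcl5, Ptgs2 and Vegfa. Circles are single pairs and bars the mean of 3 pairs, in blue for 6 hrs and in orange for 24 hrs; all circles lie below 0, and the lowest mean is -3.09, for Il11 at 6 hrs.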

Our studies identified three members of the GP-130 family of cytokines, namely interleukins -11,-6 (*Il11, Il6*) and leukemia inhibitory factor (*Lif*), as part of the core enrichment group for cytokines (Table 6). Transgenic mice overexpressing Il-6 exhibit growth retardation, and LIF is thought to regulate the rate at which terminally differentiated cartilage is calcified and vascularized [71,72].

**Table 6:** Cytokine transcripts enriched in vehicle-treated chondrocytes. I.

HUGO gene symbol	Rank	RMS	RES
Cklfsf2b	16971	-0.0424	-0.574
Il7	16981	-0.0425	-0.569
Il1f9	17007	-0.0427	-0.566
Grn	17130	-0.0439	-0.567
Il1f6	17153	-0.0442	-0.563
Ifna2	17418	-0.0468	-0.571
Tslp	17503	-0.0477	-0.570
Il17	17568	-0.0483	-0.568
A730028g07rik	17606	-0.0486	-0.564
Cxcl11	17634	-0.0490	-0.560
Ctf1	17857	-0.0519	-0.565
Lta	17864	-0.0519	-0.559
Il1a	18018	-0.0539	-0.561
Ccl20	18038	-0.0542	-0.556
Ccl17	18334	-0.0584	-0.564
Ccl12	18384	-0.0592	-0.560
Cklf	18618	-0.0639	-0.564
Ifna11	18855	-0.0688	-0.568
Cklfsf6	18874	-0.0693	-0.561
Il15	18955	-0.0719	-0.557
Ltb	19146	-0.0779	-0.558
Ccl3	19220	-0.0814	-0.552
Tnfsf9	19228	-0.0816	-0.543
Cx3cl1	19523	-0.0975	-0.547
Gdf15	19660	-0.1100	-0.541
Bmp5	19775	-0.1238	-0.533
Cxcl14	19798	-0.1289	-0.519
Cxcl1	19928	-0.1698	-0.507
Cxcl10	19951	-0.1807	-0.487
Ccl7	19956	-0.1849	-0.466
Gdf5	19973	-0.2066	-0.444
Cxcl12	19978	-0.2104	-0.420
Areg	19983	-0.2189	-0.395
Cxcl2	19996	-0.2421	-0.369
Ppbp	20014	-0.2944	-0.336
Lif	20024	-0.3296	-0.299
Ccl2	20030	-0.3589	-0.258
Il11	20035	-0.4036	-0.213
Cxcl5	20039	-0.5406	-0.152
Tnfsf11	20041	-0.5835	-0.085
Il6	20043	-0.7529	

Rank = position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

**Table 7:** Growth factor transcripts vehicle in DEX-treated chondrocytes.

HUGO gene symbol	Rank	RMS	RES
Fgf21	18968	-0.073	-0.508
Nrg3	19132	-0.077	-0.506
Fgf5	19190	-0.080	-0.499
Ereg	19507	-0.096	-0.502
Fgf7	19581	-0.102	-0.493
Gdf15	19660	-0.110	-0.483
Igf1	19679	-0.111	-0.469
Bmp5	19775	-0.124	-0.458
Nov	19848	-0.144	-0.443
Vegf	19877	-0.150	-0.425
Ptn	19885	-0.153	-0.406
Cxcl1	19928	-0.170	-0.386
Bdnf	19939	-0.176	-0.364
Inhba	19971	-0.204	-0.340
Gdf5	19973	-0.207	-0.313
Cxcl12	19978	-0.210	-0.287
Areg	19983	-0.219	-0.259
Hbegf	20006	-0.264	-0.226
Ngfb	20013	-0.287	-0.189
Lif	20024	-0.330	-0.148
Il11	20035	-0.404	-0.096
Il6	20043	-0.753	0.000

Rank = position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

This group also contained the gene encoding Tumor necrosis factor (ligand) superfamily, member 11 (*Tnfsf11*, RANKL), which has been localized to mature chondrocytes and is thought to promote degradation of the calcified cartilage ECM and ultimately endochondral ossification through activation of osteoclasts [73-75]. It is important to note that several independent gene sets connected to inflammation such as cytokines, chemokines and interleukins exhibit some overlap and showed similar enrichment patterns, which provides additional confirmation that DEX is indeed downregulating inflammatory molecules in chondrocytes. 

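Tnfsf11 had a mean intensity of 326 ± 173 (SD, n = 3) in vehicle and 137 ± 80.2 with DEX at 6 hrs, and of 113 ± 45.5 and 38.7 ± 15.2 at 24 hrs. The log2 fold change was -1.33 at 6 hrs (SE 0.61) and -1.54 at 24 hrs (SE 0.61), and 6 of 6 pairs were lower with DEX. The adjusted p over both times was 0.344, and 0.00553 with hybridization day and 8.20e-04 with each pair as a block, the range over the blocks run. Tnfrsf11b, the decoy receptor that binds this ligand, was chosen after its value was seen and had log2 fold changes of -1.15 and -1.09 (adjusted p = 0.111 over both times, 0.00163 with the day as a block).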

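Of 17 measured chemokines, which draw leukocytes to a tissue, 0 rose, 2 fell and 15 did not pass the test over both times (0 rose and 8 fell when adjusted over the list alone), and the list was shifted downward in camera (adjusted p = 8.47e-11; adjusted p = 0.00945 with an estimated correlation, and 0.0760 with hybridization day as a block as well). Ccl2, which attracts monocytes, fell at 6 hrs (log2 fold change -2.12, SE 0.35, adjusted p = 0.0425), and Cxcl5, which attracts neutrophils, fell at 24 hrs (log2 fold change -2.17, SE 0.34, adjusted p = 0.0290), and both were lower in 6 of 6 pairs. Cx3cl1, chosen after its value was seen, had log2 fold changes of -1.17 and -0.91 (adjusted p = 0.0589 over both times, 0.00214 with hybridization day as a block). Of 28 genes of the NF-kB and prostaglandin response, 1 rose, 2 fell and 25 did not pass the test over both times (2 rose and 7 fell when adjusted over the list alone), with a camera adjusted p of 0.00320 and adjusted p = 0.155 with an estimated correlation. Ptgs2 and Ier3 fell and Ptgis rose. Ier3 is an early target of NF-kB (log2 fold change -1.25 at 6 hrs, SE 0.20, adjusted p = 0.0348). The chemokine, cytokine and NF-kB lists shared 0 measured genes, and of the 35 measured chemokines and cytokines 0 rose and 4 fell over both times. Chemokines, cytokines and NF-kB genes had 6, 4 and 7 members that fell and 0, 1 and 1 that rose with hybridization day as a block. Ccl2 lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 1, 2 or 4, vehicle 6 hrs replicate 1, 2 or 4, DEX 24 hrs replicate 1 or 4 or vehicle 24 hrs replicate 1 or 4 was left out (adjusted p = 0.0643 to 0.190), and Cxcl5 lost its call at 24 hrs when any 1 of DEX 6 hrs replicate 1, vehicle 6 hrs replicate 1, DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1, 2 or 4 was left out (adjusted p = 0.0504 to 0.179). Ier3 lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 1, 2 or 4, vehicle 6 hrs replicate 1, 2 or 4, DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1, 2 or 4 was left out (adjusted p = 0.0537 to 0.164).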

GC have been previously reported to down-regulate the expression of VEGF, one of the central growth factors involved in vascularization of calcified cartilage matrix [49], in agreement with our data (Table 7). 

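Vegfa had a log2 fold change of -0.81 at 6 hrs (SE 0.35, adjusted p = 1.00) and -0.62 at 24 hrs (SE 0.35, adjusted p = 0.927). Its mean intensity was 193 ± 60.4 (SD, n = 3) in vehicle and 109 ± 25.7 with DEX at 6 hrs, and 214 ± 105 and 130.2 ± 20.5 at 24 hrs. It was lower with DEX in 6 of 6 pairs and did not pass the test over both times (log2 fold change -0.71, adjusted p = 0.523; 0.0502 with hybridization day and 0.0562 with each pair as a block). Vegfc, a growth factor of lymphatic vessels chosen after its value was seen, had log2 fold changes of 0.83 and 1.46, with an adjusted p of 0.481 over both times and 0.00175 with the day as a block.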

Since some of these factors, such as RANKL, VEGF and LIF, promote normal tissue remodeling processes during endochondral ossification, our data suggest that DEX prevents the replacement of hypertrophic cartilage by bone. GC have been shown to delay chondrocyte maturation while retaining their capacity to re-engage in their developmental program [21]. This could account for upregulation of genes typically associated with the chondrocyte phenotype, such as ECM genes and the coordinated downregulation of factors that promote the transition from cartilage into bone.

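Of 32 measured cartilage markers, 31 had a log2 fold change above 0 over both times, 1 rose, 0 fell and 31 did not pass the test over both times (1 rose and 0 fell when adjusted over the list alone), and the member that rose was Chad. The list was shifted upward in camera (adjusted p = 3.23e-06; adjusted p = 0.409 with an estimated correlation), with a mean of 0.11 at 6 hrs and 0.39 at 24 hrs. Of 15 hypertrophic markers, 1 rose, 0 fell and 14 did not pass the test over both times (2 rose and 3 fell when adjusted over the list alone), with Cdkn1c as the member that rose, and the list mean was -0.13 at 6 hrs and 0.21 at 24 hrs (camera adjusted p = 0.102; 0.0247 with hybridization day as a block; adjusted p = 0.228 with an estimated correlation; 0.0247 to 0.612 over 21 other settings). Of 13 osteoblast markers, 1 rose, 0 fell and 12 did not pass the test over both times (3 rose and 2 fell when adjusted over the list alone), with Omd as the member that rose, and the mean was 0.05 at 6 hrs and 0.62 at 24 hrs (camera adjusted p = 0.0111; adjusted p = 0.285 with an estimated correlation). For osteoblast markers the call was lost without any 1 of DEX 6 hrs replicate 4 or vehicle 6 hrs replicate 1 or 2 (adjusted p = 0.0530 to 0.215). Cartilage, hypertrophic and osteoblast markers had 1, 3 and 3 members that rose and 0, 2 and 2 that fell with hybridization day as a block. The shift at 24 hrs exceeded that at 6 hrs by 0.28 (SE 0.09) for cartilage, 0.34 (SE 0.06) for hypertrophic and 0.57 (SE 0.14) for osteoblast markers, with a camera adjusted p of 0.00703 for each (adjusted p = 0.807, 0.164 and 0.662 with an estimated correlation), and none of the 3 passed without the pair of 24 hrs replicate 4. The same difference was -0.30 (SE 0.19) for skeletal muscle markers, 0.20 (SE 0.10) for glial and neuronal markers and -0.24 (SE 0.08) for housekeeping genes. With all pairs and no block it passed camera for none of these 3 (adjusted p = 0.237 to 0.343). For housekeeping genes it passed without the pair of 6 hrs replicate 4 (adjusted p = 0.0222) and with hybridization day as a block (0.0342). For skeletal muscle markers it passed without the pair of 24 hrs replicate 2 (adjusted p = 0.0350). Markers of tendon and perichondrial fibroblasts had a list mean below 0 in 6 of 6 pairs. Their camera adjusted p was 0.0566, 0.0496 with each pair as a block and 0.481 with an estimated correlation. For cartilage markers the list mean was above 0 in 6 of 6 pairs. From lower RANKL, VEGF and LIF the paper proposes that DEX keeps hypertrophic cartilage from being replaced by bone, and it names a delay of chondrocyte maturation, known from earlier work, as a possible reason for higher matrix genes and lower factors of that transition.

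**Figure D4:**
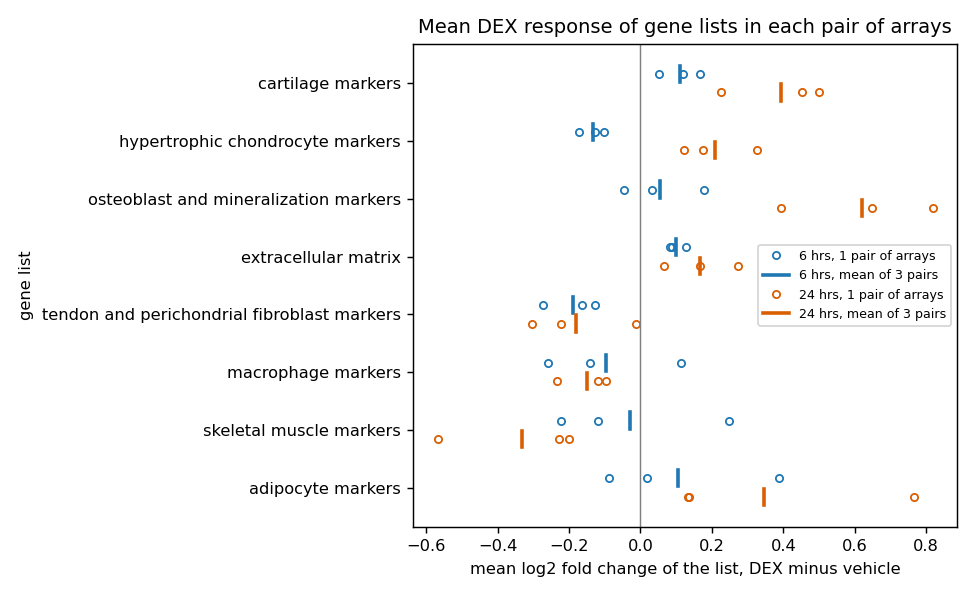
Mean log2 fold change of DEX over vehicle over the measured members of 8 gene lists, 1 circle per pair and a bar for the mean of 3 pairs, in blue for 6 hrs and in orange for 24 hrs. For the cartilage, hypertrophic and osteoblast lists the 24 hrs pairs lie above the 6 hrs pairs, with means of 0.39, 0.21 and 0.62 at 24 hrs.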

### Identification of cartilage-specific dexamethasone-effects

Identification of cartilage-specific gene sets affected by DEX treatment provided further insight into the complex nature of GC functions in cartilage. We knew from other studies that DEX effects on chondrogenic differentiation are dependent on cell source, experimental system and DEX concentration [40,42,76-78]. We aimed to systematically characterize the effects of DEX on growth plate chondrocytes. To ensure that our DEX data set was expressing bona fide cartilage markers, we compared the DEX data to our previously generated micromass culture data set [50]. We compared all expressed probe sets in the DEX array to probe sets exhibiting a minimum 1.5-fold change in expression between days 3 and 15 of micromass cultures that encompass the various stages of the chondrocyte life cycle. Day 3 of micromass culture likely coincides with the onset of the cartilage developmental program and early chondrogenesis. After 15 days of culture, the cell population is comprised primarily of terminally differentiated chondrocytes and thus corresponds mostly to the hypertrophic zone of the growth plate [50,79], although small numbers of other cells are present at all stages. Out of the 2119 probe sets displaying at least 1.5-fold changes in expression in the micromass culture data set (a probe set list generated from the pair-wise comparison of day 3 versus day 15 of micromass culture), 1730 were also expressed in the DEX array. This shows that our primary chondrocyte monolayers do exhibit prototypical chondrocyte gene expression patterns in both the presence and absence of DEX treatment.

To complete more robust classification of the data in which we could correlate chondrocyte gene expression to the DEX phenotype, we created a gene set from this list of 2119 probe sets (Table 8, 9). The micromass derived gene list was enriched in this study; however, the list was found to correlate both positively and negatively with different aspects of the DEX phenotype. We therefore proceeded to evaluate both the micromass (MM) data set and the DEX data set using GSEA analysis and the previously created gene sets. If both the micromass time course and the DEX data sets show the same enrichment pattern, we would have evidence to suggest that pharmacological DEX doses promote chondrocyte differentiation. Normalized enrichment scores for gene sets common to both culture methods were therefore compared to identify differences and similarities between DEX-treated chondrocytes and the chondrocyte phenotype (Figure 4B).

**Table 8:** Micromass culture-derived gene sets are enriched in DEX-treated primary chondrocytes (d3 vs d15_2). I.

HUGO gene symbol	Rank	RMS	RES
Itgbl1	32	0.391	0.015
Adrb2	54	0.308	0.026
Bst1	80	0.271	0.036
Gpx3	83	0.269	0.047
Myocd	90	0.259	0.058
Grk5	105	0.229	0.066
Ids	123	0.212	0.074
Ms4a6b	140	0.200	0.082
1810057c19rik	146	0.193	0.090
Igfbp2	149	0.190	0.097
Zfp36	218	0.159	0.100
Serpina3n	222	0.158	0.107
P2ry6	225	0.157	0.113
Adm	228	0.156	0.120
Crym	277	0.145	0.123
Ppap2a	303	0.139	0.128
Pycard	307	0.138	0.133
Kcns1	320	0.134	0.138
Cd80	321	0.134	0.144
Trim24	330	0.133	0.149
C1qtnf6	339	0.131	0.154
A330049m08rik	377	0.127	0.157
Adamts15	385	0.126	0.162
Elovl4	398	0.124	0.167
C1qa	402	0.124	0.172
Sox9	434	0.119	0.175
Htra3	455	0.116	0.179
Adam17	483	0.112	0.182
Mgll	493	0.112	0.186
Ibsp	507	0.110	0.190
C1qb	511	0.109	0.194
Bambi	516	0.109	0.199
Anxa4	551	0.105	0.201
Cd109	555	0.105	0.206
Nrk	559	0.104	0.210
Gstm1	619	0.099	0.211
Asb4	634	0.097	0.214
Pygl	654	0.095	0.217
Rasl11b	655	0.095	0.221
Cdc42ep4	674	0.093	0.224
Slc9a3r2	683	0.092	0.227
Lama1	688	0.092	0.231
Bb146404	707	0.091	0.234
Ai194308	724	0.090	0.237
Smn1	752	0.088	0.239
Alcam	772	0.087	0.242
Cst3	790	0.086	0.244
Pyp	847	0.083	0.245
2700017m01rik	870	0.082	0.247
Fgfr3	884	0.081	0.250
Mrpl34	912	0.080	0.252
C9orf46	972	0.077	0.252
Maf	981	0.077	0.255
8430420c20rik	1028	0.075	0.255
Gfm2	1030	0.075	0.259
Anxa6	1041	0.075	0.261
Isg20	1064	0.074	0.263
Auh	1068	0.074	0.266
Bsg	1100	0.072	0.267
Peg3	1179	0.070	0.266
Adam23	1208	0.069	0.268
Ezh1	1213	0.069	0.270
2810022l02rik	1214	0.069	0.273
0610011i04rik	1248	0.068	0.274
Pbx2	1257	0.067	0.277
Jup	1291	0.066	0.278
Zcwcc2	1301	0.066	0.280
Whsc2	1317	0.066	0.282
2410004l22rik	1344	0.065	0.283
Lmnb2	1388	0.064	0.284
Fndc1	1435	0.063	0.284
Rarres2	1460	0.062	0.285
Tap2	1512	0.061	0.285
Ctbs	1559	0.060	0.285
Jdp2	1574	0.059	0.287
Hck	1712	0.056	0.282
5031400m07rik	1792	0.054	0.281
Pkn1	1839	0.053	0.280
Dag1	1929	0.052	0.278
Fth1	1976	0.051	0.278
1110001e17rik	1979	0.051	0.280
Rbp4	1984	0.051	0.282
Pdcd6ip	2044	0.050	0.281
Siat7d	2050	0.050	0.283
Kcnd2	2074	0.050	0.284
2310004k06rik	2076	0.050	0.286
D19ertd678e	2106	0.049	0.286
Npdc1	2114	0.049	0.288
Fts	2116	0.049	0.290
Prickle1	2123	0.049	0.291
1110037f02rik	2171	0.048	0.291
Cdc42se1	2246	0.047	0.289
Chpt1	2261	0.047	0.290
Wwp2	2341	0.045	0.288
Dact1	2363	0.045	0.289
Rragd	2380	0.045	0.290
Irf5	2406	0.044	0.291
Nrbf2	2414	0.044	0.292
Cox4i2	2436	0.044	0.293
Bmp7	2456	0.044	0.294
1810008a18rik	2517	0.043	0.292
Asph	2533	0.043	0.293
Stat2	2550	0.042	0.294
Hoxa11	2560	0.042	0.296
Bax	2599	0.042	0.295
Sspn	2611	0.042	0.297
Ifngr2	2612	0.042	0.298
Glrx1	2672	0.041	0.297
Gba	2739	0.040	0.295
Fzd2	2759	0.040	0.296
Crtap	2772	0.040	0.297
Slc1a5	2786	0.040	0.298
Slco3a1	2831	0.039	0.297
3110040n11rik	2833	0.039	0.299
Tep1	2845	0.039	0.300
Fastk	2860	0.039	0.301
Tmed3	2869	0.038	0.302
Ephb4	2876	0.038	0.303
Asah2	2908	0.038	0.303
Pold4	2989	0.037	0.301
1110001a07rik	2995	0.037	0.302
Pcp4	3010	0.037	0.303
Mab21l2	3025	0.037	0.304

Rank = position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

**Table 9:** Micromass culture-derived transcripts enriched in vehicle-treated primary chondrocytes (d3 vs d15_3/4). I.

HUGO gene symbol	Rank	RMS	RES
Rabggtb	16734	-0.040	-0.271
Ube2e2	16759	-0.041	-0.270
Cd68	16769	-0.041	-0.269
H2-T23	16830	-0.041	-0.270
Derl1	16834	-0.041	-0.268
Smarcc1	16853	-0.041	-0.267
Srxn1	16856	-0.041	-0.266
Klf10	16868	-0.042	-0.264
Zfhx1b	16879	-0.042	-0.263
H2afy3	16929	-0.042	-0.264
Wisp2	16973	-0.042	-0.264
Tbl1xr1	16976	-0.042	-0.262
Ppp1r3c	16979	-0.042	-0.260
D11lgp2e	17036	-0.043	-0.261
Smpdl3b	17079	-0.043	-0.262
Dock2	17125	-0.044	-0.262
Purb	17127	-0.044	-0.260
Grn	17130	-0.044	-0.258
1110035l05rik	17139	-0.044	-0.257
Kiaa1008	17185	-0.045	-0.257
E430025l02rik	17195	-0.045	-0.256
Timm8a	17293	-0.046	-0.259
C130006e23	17307	-0.046	-0.257
Rbm10	17319	-0.046	-0.256
A230103n10rik	17347	-0.046	-0.255
Cd151	17401	-0.047	-0.256
Srf	17409	-0.047	-0.254
Cacna1s	17507	-0.048	-0.257
Ythdf1	17529	-0.048	-0.256
Ppp2r1b	17539	-0.048	-0.254
Tead2	17545	-0.048	-0.252
Igsf7	17590	-0.049	-0.252
Per3	17604	-0.049	-0.251
G1p2	17739	-0.050	-0.256
Slco2a1	17786	-0.051	-0.256
Coq7	17918	-0.053	-0.260
Rarb	17940	-0.053	-0.259
Lcp1	17954	-0.053	-0.257
Dnaja1	17987	-0.053	-0.256
Thoc3	17993	-0.054	-0.254
Cd44	18041	-0.054	-0.254
Slc41a1	18171	-0.056	-0.258
Kif11	18232	-0.057	-0.259
Hspa5bp1	18235	-0.057	-0.257
Ncf4	18290	-0.058	-0.257
Bub1b	18292	-0.058	-0.254
Cap2	18295	-0.058	-0.252
Aig1	18340	-0.059	-0.251
Rfc3	18361	-0.059	-0.250
Stmn1	18396	-0.060	-0.249
9130213b05rik	18408	-0.060	-0.247
Tyms-Ps	18432	-0.060	-0.245
Timp3	18513	-0.062	-0.247
Tiparp	18564	-0.063	-0.247
Thbs4	18627	-0.064	-0.247
Wasf1	18652	-0.064	-0.245
Nupr1	18686	-0.065	-0.244
Ezh2	18706	-0.066	-0.242
Fbxl14	18709	-0.066	-0.239
Prim1	18780	-0.067	-0.240
Insig2	18805	-0.068	-0.238
B3gnt5	18858	-0.069	-0.238
Fam60a	18963	-0.072	-0.240
H2-M3	18972	-0.073	-0.237
Gja7	18974	-0.073	-0.234
Bex2	18987	-0.073	-0.231
Tk1	19043	-0.074	-0.231
1200015n20rik	19109	-0.076	-0.231
Clecsf5	19114	-0.077	-0.228
Ms4a7	19141	-0.078	-0.226
Cdca5	19163	-0.079	-0.223
C730042f17rik	19180	-0.079	-0.220
Trim25	19194	-0.080	-0.218
Efnb2	19207	-0.081	-0.215
Apex1	19236	-0.082	-0.212
Ddah2	19243	-0.082	-0.209
Bub1	19262	-0.083	-0.206
Nup43	19263	-0.083	-0.203
Rdh10	19270	-0.083	-0.199
2610201a13rik	19330	-0.086	-0.199
Rp2h	19406	-0.089	-0.198
Tnni1	19407	-0.089	-0.195
Myog	19423	-0.091	-0.191
Osmr	19486	-0.095	-0.190
Mmp9	19524	-0.097	-0.188
Tnnt1	19525	-0.098	-0.184
Fhod3	19528	-0.098	-0.179
D930038m13rik	19537	-0.099	-0.175
Nes	19567	-0.101	-0.172
Sbk1	19571	-0.102	-0.168
Dusp9	19594	-0.103	-0.165
Akr1b8	19622	-0.106	-0.161
Pdgfrb	19663	-0.110	-0.158
Tfrc	19667	-0.111	-0.154
Moxd1	19670	-0.111	-0.149
1810008k03rik	19681	-0.112	-0.145
Cpeb1	19710	-0.115	-0.141
6720475j19rik	19716	-0.116	-0.136
Ripk4	19718	-0.116	-0.131
Itga6	19756	-0.121	-0.127
Bmp5	19775	-0.124	-0.123
Lhx9	19776	-0.124	-0.117
Pkp2	19797	-0.129	-0.113
Chrna1	19808	-0.131	-0.108
Bhlhb2	19837	-0.142	-0.103
Gp49a	19847	-0.144	-0.097
Clecsf10	19893	-0.155	-0.092
Gch1	19902	-0.159	-0.086
D0h4s114	19908	-0.161	-0.079
Cxcl1	19928	-0.170	-0.072
Ch25h	19946	-0.178	-0.065
Mkrn3	19988	-0.228	-0.057
Ptprc	20016	-0.297	-0.046
Car6	20017	-0.298	-0.032
Nr1d2	20031	-0.368	-0.017
Evi2a	20033	-0.393	0.001
Plxnc1	18075	-0.055	-0.286
Cilp2	18106	-0.055	-0.285
Brca1	18148	-0.056	-0.285
Litaf	18149	-0.056	-0.283
Bc027246	18154	-0.056	-0.281
6820424l24rik	18268	-0.057	-0.285
Hrb	18272	-0.057	-0.283
Nnat	18303	-0.058	-0.282
P2ry12	18329	-0.058	-0.282
Cdca4	18343	-0.059	-0.280
6030404e16rik	18367	-0.059	-0.279
Tfec	18429	-0.060	-0.280
Nfe2l2	18440	-0.060	-0.278
Gtf2h2	18467	-0.061	-0.277
4930469p12rik	18504	-0.062	-0.277
Cul4b	18535	-0.062	-0.276
H2afy2	18547	-0.063	-0.274
1190002n15rik	18582	-0.063	-0.274
B430218l07rik	18591	-0.063	-0.272
Rgs18	18607	-0.064	-0.270
Frk	18631	-0.064	-0.269
Slc6a9	18633	-0.064	-0.267
Tgfbr2	18687	-0.065	-0.267
Tia1	18802	-0.068	-0.270
Lgr5	18844	-0.068	-0.270
Sgpp1	18909	-0.071	-0.271
Matn2	18924	-0.071	-0.269
Sox11	18931	-0.071	-0.266
Hus1	18980	-0.073	-0.266
D930015e06rik	19028	-0.074	-0.266
Apob48r	19032	-0.074	-0.263
Av344025	19045	-0.074	-0.261
Eno2	19047	-0.074	-0.258
2610024e20rik	19053	-0.075	-0.256
Chd1l	19093	-0.076	-0.255
Emr1	19145	-0.078	-0.255
Rgs4	19200	-0.081	-0.254
D030028o16rik	19211	-0.081	-0.252
Kif2c	19216	-0.081	-0.249
Ccl3	19220	-0.081	-0.246
Trim30	19232	-0.082	-0.244
Qrsl1	19242	-0.082	-0.241
Nr3c1	19281	-0.083	-0.240
Trip13	19282	-0.084	-0.237
Dna2l	19317	-0.085	-0.236
Tcf8	19335	-0.086	-0.233
Clecsf8	19341	-0.086	-0.230
Lyzs	19422	-0.090	-0.231
Palmd	19475	-0.095	-0.230
Tjp2	19487	-0.095	-0.227
D430019h16rik	19493	-0.096	-0.224
Sesn3	19501	-0.096	-0.221
Ereg	19507	-0.096	-0.218
Cx3cl1	19523	-0.097	-0.215
Fzd6	19529	-0.098	-0.211
Sod3	19564	-0.101	-0.209
Tnnt2	19580	-0.102	-0.206
Satb1	19599	-0.104	-0.203
Cd14	19606	-0.104	-0.200
Gbp2	19607	-0.104	-0.196
Tgfbi	19609	-0.105	-0.192
Chek1	19652	-0.109	-0.190
Tm4sf1	19653	-0.109	-0.186
Igf1	19679	-0.111	-0.183
Enpp1	19695	-0.113	-0.180
Slc15a3	19704	-0.114	-0.176
Pdpn	19725	-0.117	-0.173
Dkk1	19747	-0.119	-0.169
Slk	19759	-0.121	-0.166
Ankrd1	19794	-0.128	-0.163
Trp53bp1	19801	-0.129	-0.158
C79407	19804	-0.130	-0.153
2210010l05rik	19809	-0.131	-0.149
Eps8	19815	-0.133	-0.144
Dkk2	19862	-0.147	-0.141
Arhgap18	19863	-0.147	-0.136
Twist2	19878	-0.151	-0.131
Pcdha8	19915	-0.164	-0.126
Il4r	19926	-0.169	-0.121
Mdm1	19931	-0.172	-0.115
Phlda1	19957	-0.188	-0.109
Bhlhb5	19960	-0.192	-0.102
C130076o07rik	19964	-0.196	-0.095
5830411e10rik	19974	-0.207	-0.088
Ptpre	19989	-0.228	-0.080
Trib3	19990	-0.235	-0.071
9230117n10rik	19994	-0.241	-0.062
Pcdhb7	19998	-0.249	-0.053
Mmp3	20001	-0.252	-0.044
Cd34	20009	-0.274	-0.034
Thbd	20022	-0.310	-0.023
A830016g23rik	20023	-0.323	-0.011
Ahr	20028	-0.336	0.001

Rank = position of genes in the context of the ranked list of array genes

RMS = the ranked metric score

RES = the running enrichment score

Four different patterns were observed when comparing DEX treatment and micromass differentiation data sets for gene enrichments scores (Figure 4B). First, similar gene sets were indeed enriched in both day 15 micromass and DEX-treated monolayer cultures, and core genes contributing to the normalized enrichment scores were similarly overlapping between the two data sets in results with low FDR. For example, ECM genes were enriched with both DEX treatment and the day 15 micromass phenotype. Other gene sets following this enrichment pattern included genes involved in integrin function, angiogenesis, catalytic activity, IGF related, adipocyte and cartilage, all of which have a precedent for being involved in chondrocyte maturation [28,49,80,81]. 

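Of 16 measured integrins and related genes, 2 rose, 1 fell and 13 did not pass the test over both times (2 rose and 2 fell when adjusted over the list alone; 3 and 2 with hybridization day as a block). Itga10, the collagen-binding integrin chain of chondrocytes, rose at 24 hrs (log2 fold change 1.28, SE 0.18, adjusted p = 0.0177), as did Itgbl1, whereas Itgb8, which activates latent TGF-beta and was chosen after its value was seen, fell over both times (log2 fold change -0.83, adjusted p = 0.0342). Of 17 genes of the IGF axis, 0 rose, 1 fell and 16 did not pass the test over both times (0 rose and 2 fell when adjusted over the list alone; 1 and 2 with hybridization day as a block). The one that fell without a block was Stc1, a secreted glycoprotein that inhibits a protease of IGF binding proteins (log2 fold change -1.14, adjusted p = 0.00356, chosen after its value was seen). Of 8 adipocyte markers, 1 rose, 0 fell and 7 did not pass the test over both times (1 rose and 0 fell when adjusted over the list alone), and Fabp4 was the member that rose (log2 fold change 1.87 and 2.48, adjusted p = 0.0396 over both times, chosen after its value was seen). None of these lists passed camera (adjusted p = 0.940, 0.483 and 0.466). Itga10 lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1 or 4 was left out (adjusted p = 0.0607 to 0.114).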

The enrichment of angiogenic transcripts with DEX treatment was unexpected since DEX was shown to have anti-angiogenic roles in cartilage; however, upon closer examination of the genes contributing to the enrichment score, *Vegf*, which is thought to be a central angiogenic factor in endochondral ossification [82], was excluded from the core enrichment genes and had the lowest correlation with the DEX phenotype in that gene set. In contrast, *Vegf *was enriched in the growth factor data set which positively correlated with the vehicle control and not DEX treatment (Table 7).

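Of 33 measured genes of angiogenesis, 3 rose, 0 fell and 30 did not pass the test over both times (5 rose and 1 fell when adjusted over the list alone; 7 and 2 with hybridization day as a block), and the list's adjusted p in camera was 0.197. Edn1, the vasoconstrictor endothelin, rose at 24 hrs (log2 fold change 2.74, SE 0.41, adjusted p = 0.0215) and had a log2 fold change of 1.05 at 6 hrs. Adamts1, a secreted protease that cleaves aggrecan and has been described as an inhibitor of angiogenesis, rose at 24 hrs (log2 fold change 1.51, SE 0.21, adjusted p = 0.0166). Hif3a, a regulator of the hypoxia response chosen after its value was seen, rose over both times (log2 fold change 1.57, adjusted p = 0.00929). All 3 were higher in 6 of 6 pairs. Edn1 lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1 or 4 or vehicle 24 hrs replicate 1, 2 or 4 was left out (adjusted p = 0.0806 to 0.136), and Adamts1 lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1 or 2 was left out (adjusted p = 0.0626 to 0.106).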

Gene sets associated with the actin cytoskeleton, tumour suppressors, structure, cytoplasmic genes, hepatocyte markers and dual specificity phosphatases (DUSPs) were enriched in the DEX data set and the phenotype positively correlated with day 3 of micromass culture. 

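Of 31 measured genes of the actin cytoskeleton, 2 rose, 0 fell and 29 did not pass the test over both times (2 rose and 0 fell when adjusted over the list alone), with a mean log2 fold change of 0.15 at 6 hrs and 0.03 at 24 hrs and a camera adjusted p of 0.102. Lims2, an adaptor protein of focal adhesions, rose at 6 hrs (log2 fold change 1.91, SE 0.25, adjusted p = 0.00999), as did Tns1, which links integrins to actin (log2 fold change 1.50, SE 0.25, adjusted p = 0.0436), and both were higher in 6 of 6 pairs. Lims2 lost its call at 6 hrs when any 1 of vehicle 6 hrs replicate 1 or 2 was left out (adjusted p = 0.0538 to 0.0646), and Tns1 lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 1 or 2, vehicle 6 hrs replicate 1, 2 or 4, DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1, 2 or 4 was left out (adjusted p = 0.0667 to 0.199).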

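Of 17 measured dual specificity phosphatases, 0 rose, 0 fell and 17 did not pass the test over both times (1 rose and 0 fell when adjusted over the list alone; 1 and 0 with hybridization day as a block), and 5 had a log2 fold change above 0 over both times. Dusp1, which inactivates p38 and JNK and was chosen after its value was seen, had log2 fold changes of 0.36 at 6 hrs and 0.68 at 24 hrs and was higher with DEX in 6 of 6 pairs (adjusted p = 0.122 over both times, 0.00649 with hybridization day as a block). The list mean was -0.16 at 6 hrs and 0.00 at 24 hrs, and its camera adjusted p was 0.336, in the downward direction.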

The identification of DUSPs was particularly interesting since DEX has been shown to induce genes encoding for these proteins [77,83,84]. DUSPS counteract the activation of MAP kinase pathways, known regulators of chondrocyte differentiation [85], and are thought to mediate DEX's anti-inflammatory functions and to influence hepatic gluconeogenesis [83,86,87].

Additional comparisons identified genes that show enrichment in day 15 micromass cultures and downregulation with DEX treatment. These include the previously identified chemokines, cytokines and interleukins. A final trend in similarly enriched gene sets identified lists that were negatively correlated both with the DEX phenotype and day 15 of micromass cultures. 

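Of 30 measured genes of the ERK pathway, which carries growth factor signals to the nucleus, and of its early targets, 0 rose, 1 fell and 29 did not pass the test over both times (0 rose and 5 fell when adjusted over the list alone; 0 and 4 with hybridization day as a block). Ier3 was the member that fell without a block, and 5 members had a log2 fold change above 0. Fosl1, a Fos-related transcription factor chosen after its value was seen, had log2 fold changes of -0.88 at 6 hrs and -0.91 at 24 hrs (adjusted p = 0.0788 over both times, 0.0418 with hybridization day as a block). The list was shifted downward in camera (adjusted p = 8.06e-05), with adjusted p = 0.0537 with an estimated correlation.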

Only transcriptional repressors and molecules involved in the extracellular signal-regulated kinase (ERK) pathway were identified. This pattern is consistent with DEX's anti-proliferative functions, as another study showed that DEX decreases ERK phosphorylation and thus cell cycle progression in a pre-osteoblast cell line [77]. Altogether this analysis shows that DEX regulation of growth plate chondrocyte differentiation is multifaceted. The patterns identified here are in agreement with a dual role of DEX in maintenance of the cartilage phenotype and delay in the cartilage-to-bone transition, as we suggested above.

We also wanted to determine whether DEX target genes identified in the current study were similar to DEX-responsive genes identified in alternate studies, in different cell types [88]. Out of a total of twelve microarray studies evaluating the transcriptional effects of DEX treatment on a specific tissue or cell type, only ten genes were common to at least three of the chosen DEX studies. Specifically, bone morphogenetic protein 2 (*Bmp2*), delta sleep inducing factor 1 (*Dsip1*), beta-2 microglobulin (*B2m*), neuroepithelial cell transforming gene 1 (*Net1*), TNFAIP3 interacting protein 1 (*Tnip1*), bone marrow stromal cell antigen 2 (*Bst2*), B-cell leukemia/lymphoma 6 (*Bcl6*), nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, alpha (*Nfkbia*), FK506 binding protein 5 (*Fkbp5*) and B-cell translocation gene 1, anti-proliferative (*Btg1*) were identified. It therefore appears that while DEX affects similar functional categories across various species, tissue types and experimental conditions, the individual genes that respond to DEX treatment are variable. These results also reinforce the paradigm that GC regulation is inextricably linked to its physiological context [88-99].

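Of these 10 genes, 2 rose (Fkbp5 and Tsc22d3, which the paper calls Dsip1), 1 fell (Btg1, an inhibitor of cell division) and 7 did not pass the test over both times, with the same numbers adjusted over the list alone. Btg1 had a log2 fold change of -0.52 (SE 0.10, adjusted p = 0.0404) and was lower in 6 of 6 pairs. Nfkbia, which holds NF-kB in the cytoplasm, had log2 fold changes of 0.50 and 0.35 and was higher in 5 of 6 pairs (adjusted p = 0.752). At 24 hrs the value was 0.13 for Bmp2, 0.05 for B2m, -0.07 for Net1, -0.01 for Tnip1, 0.16 for Bst2 and -0.10 for Bcl6, each with an adjusted p of 1.00, and each of these 6 changed sign when 1 array was left out. The list had a camera adjusted p of 0.0253 (0.0744 with hybridization day and 0.127 with each pair as a block; adjusted p = 0.141 with an estimated correlation; 3.44e-04 to 0.141 over 21 other settings, of which the lowest is from fry, which does not compare the list with other genes, and the next 0.00688 from camera on the median over probe sets), and the call was lost without DEX 6 hrs replicate 4 (adjusted p = 0.0544). It was chosen in part on these arrays, so its count is not independent evidence of a direction.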

### Analyses of GC response elements in dexamethasone target genes in chondrocytes

Classical genomic GC action is thought to be mediated by a cytoplasmic GR that modifies transcription upon binding its cognate ligand and translocating to the nucleus. In the nucleus, the GR binds a GRE sequence. GR can both activate and repress transcription, depending on the GRE variant present in the regulatory regions of GC target genes [100]. Binding to composite GREs involves homodimerization of the GR to bind a non-palindromic consensus sequence comprised of two GR binding sites and is generally associated with transcriptional activation. In some instances, however, GR can function to block access or activity of transcription factors within promoter regions of certain genes, thus impeding transcription [101]. GR are also able to bind a modified GRE consisting of composite GRE half-sites, termed negative GREs, since they have documented roles in transcriptional repression. Variations on the genomic functions of GC include transcriptional regulation at the level of protein-protein interactions between the GR and other transcription factors, co-activators or co-repressors. In addition to the GRE-dependent roles, the GR is capable of interacting with other co-activators and repressors to influence transcription indirectly [102,103].

The 100 most highly expressed probe sets with greatest enrichment in the DEX or vehicle-treated chondrocytes are shown in Figure 5. Probe sets identified in this analysis included both known cartilage markers and established DEX target genes such as *Vegf, Ibsp*, *Bglap2 *and *Fkbp5 *[49,63-66,104,105]. 

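Of 36 measured genes known as glucocorticoid targets in other tissues, 13 rose, 0 fell and 23 did not pass the test over both times (24 rose and 2 fell when adjusted over the list alone), and 7 rose at 6 hrs and 7 at 24 hrs, with 0 that fell at each. When hybridization day was a block, 20 rose and 2 fell over both times, 15 and 1 at 6 hrs and 16 and 2 at 24 hrs. The list was shifted upward in camera (adjusted p = 1.88e-35; adjusted p = 2.22e-04 with an estimated correlation), with a mean log2 fold change of 1.02 at 6 hrs and 0.87 at 24 hrs. Tsc22d3 had a mean intensity of 74.8 ± 19.1 (SD, n = 3) in vehicle and 1354 ± 749 with DEX at 6 hrs and of 236 and 1735 at 24 hrs, and all 3 of its expressed probe sets were higher. Mt2 rose at 6 hrs (log2 fold change 2.15, adjusted p = 0.00762) and at 24 hrs (1.72, adjusted p = 0.0240). Crispld2, a secreted protein chosen after its value was seen, rose at 24 hrs (log2 fold change 1.82, SE 0.27, adjusted p = 0.0214). Mt2 lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1, 2 or 4 was left out (adjusted p = 0.0761 to 0.137).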

We examined the proximal promoter regions of three separate gene lists, the top 100 DEX-responsive transcripts generated by GSEA analysis (Figure 5), the 22 091 probe sets deemed expressed in primary chondrocyte cultures and the 1158 transcripts deemed differentially expressed between DEX and vehicle treated cultures by one-Way ANOVA. Specifically, we searched the 9990 base pairs upstream regulatory regions in this list for the composite GRE consensus sequence. 

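Fkbp5, a co-chaperone that lowers the affinity of the glucocorticoid receptor for its ligand, rose at 6 hrs (log2 fold change 2.46, SE 0.27, adjusted p = 0.00356) and at 24 hrs (log2 fold change 1.95, SE 0.27, adjusted p = 0.0158), from a mean intensity of 308 to 1740.1 and of 426 to 1564. It was the member that rose among 13 measured FK506 binding proteins, and 0 fell and 12 did not pass the test, with the same numbers adjusted over the list alone (camera adjusted p = 0.0566). Ptgis, the synthase of prostacyclin, rose at 6 hrs (log2 fold change 1.01, SE 0.16, adjusted p = 0.0332) and at 24 hrs (1.87, SE 0.16, adjusted p = 6.96e-04). Pdk4 had values of 1.84 and 1.74 and rose over both times (adjusted p = 0.00468). All 3 were higher in 6 of 6 pairs. Fkbp5 lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1, 2 or 4 was left out (adjusted p = 0.0714 to 0.0876), and Ptgis lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 1, 2 or 4, vehicle 6 hrs replicate 1, 2 or 4, DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1 or 2 was left out (adjusted p = 0.0523 to 0.163).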

We identified putative GRE sequences in many genes, including *Fkbp5*, pyruvate dehydrogenasekinase (*Pdk4*), RANKL (*Tnfsf11*), Interleukin 6 (*Il6*) and prostaglandin I2 synthase (*Ptgis*) (bold in Figure 5). However, the majority of DEX-regulated probe sets such as prostaglandin-endoperoxide synthase 2 (*Ptgs2*), phosphodiesterase 4A (*Pde4*), *Vegf*, Period homolog 1 (*Per1*) and Krüppel like factor 15 (*Klf15*) do not appear to contain a GRE in the first 10 kilobases and may by regulated by DEX via a GRE-independent mechanism, through a GRE that deviates from the consensus GRE sequence or through GREs at other locations in the gene.

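Per1, a repressor in the circadian clock, rose at 6 hrs (log2 fold change 1.84, SE 0.16, adjusted p = 0.00135) and at 24 hrs (log2 fold change 1.1, SE 0.16, adjusted p = 0.0188) and was higher in 6 of 6 pairs. Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, had log2 fold changes of -1.73 and -2.18, fell over both times (adjusted p = 0.0211) and was lower in 6 of 6 pairs. Pde4a, an enzyme that breaks down cyclic AMP, had values of -0.75 (SE 0.82) and -0.51 (SE 0.82) and passed the test at neither time point (adjusted p = 1.00 and 1.00). Upstream sequences were not analysed here, as no genome was used. Per1 lost its call at 24 hrs when any 1 of DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1 or 4 was left out (adjusted p = 0.0835 to 0.121). Without DEX 6 hrs replicate 1 the value for Pde4a at 6 hrs was 0.50, in a fit where DEX and vehicle no longer shared hybridization days equally. Within days 3 and 4, with all arrays, it was -1.06 and -0.12.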

**Figure 5:**
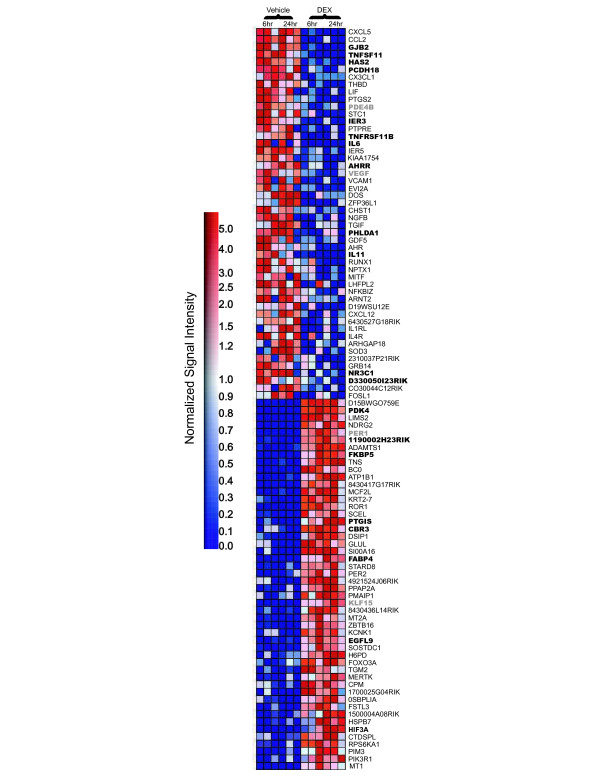
**Heat map of top 100 probe sets determined by GSEA analysis**. GSEA-derived heat maps of the top 100 differentially expressed probe sets enriched with DEX or the vehicle control are shown (B). Expression profiles for all experimental replicates are shown for each time point. Genes containing a putative GRE are shown in bold, and examples of genes that do not contain GREs but have been documented as targets of DEX regulation are depicted by bold gray lettering. Signal intensities are illustrated by varying shades of red (up-regulation) and blue (down-regulation).

Examination of all lists generated similar results in that approximately 16–20% of all probes contained the consensus GRE. Consequently, we cannot exclude the presence of less conventional GRE loci in the transcripts, or the presence of GREs that deviate from the consensus sequence or are located outside the queried sequence. 

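Transcription factors among the genes changed at 6 hrs included Zbtb16 (log2 fold change 3.61, SE 0.29, adjusted p = 0.00104), a repressor with roles in limb patterning, and Per2, a partner of Per1 in the clock (log2 fold change 1.65, SE 0.28, adjusted p = 0.0436). Klf9, a Krüppel-like factor chosen after its value was seen, rose over both times (log2 fold change 1.57 and 1.53, adjusted p = 0.00310). Of 17 measured clock genes, 2 rose at 6 hrs and 1 at 24 hrs and 0 fell at either time (3 rose and 0 fell at 6 hrs and 1 rose and 1 fell at 24 hrs when adjusted over the list alone; 3 and 0, and 1 and 1, with hybridization day as a block). The list mean was 0.28 at 6 hrs and -0.07 at 24 hrs, and the difference between time points had an adjusted p of 0.0120 in camera and adjusted p = 0.164 with an estimated correlation, and did not pass without the pair of replicate 1 or that of replicate 4 at 24 hrs. Of all probe sets, 28 changed at both time points, 19 at 6 hrs alone and 32 at 24 hrs alone, and 126 changed at both with hybridization day as a block. None of the probe sets called without a block had a DEX effect that passed limma's test of the difference between time points. Per2 lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 1, 2 or 4, vehicle 6 hrs replicate 1 or 2, DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1 or 4 was left out (adjusted p = 0.0681 to 0.202).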

Since many of the genes affected at the 6 hr time point encode transcription factors, it is likely that a large proportion of the genes that only change after 24 hrs are regulated indirectly by DEX, through altered expression of these transcription factors and other regulatory proteins (e.g. phosphatases and cytokines, as discussed above).

Functional analysis is required to unequivocally evaluate the contribution of GRE-dependent mechanisms to GC regulation in chondrocytes. In addition to the genomic functions of GC, non-genomic modes of GC regulation have been documented. Non-genomic mechanisms are thought to occur through specific and non-specific mechanisms. Specific non-genomic GC regulation occurs through the classical GR and its cytoplasmic heteroprotein complex or non-classical GRs such as membrane GR [106-109]. Conversely, non-specific non-genomic mechanisms rely on the physiochemical properties of GC and the phospholipid bilayer (Buttgereit and Scheffold, 2002). Further, studies in which candidate molecules are selected and characterized in depth are imperative to discern the specific regulatory mechanisms occurring in chondrocytes.

## Conclusion

This study elucidates the downstream transcriptional impact of pharmacological GC exposure on developing chondrocytes. We have identified a small subset of transcripts containing putative GREs in cartilage, but it appears that GRE-independent or indirect mechanisms of GC regulation also contribute to GC regulation in primary chondrocyte monolayer cultures. In addition, traditional microarray analysis methods and gene class testing point to a dual role for pharmacological GC doses in chondrocytes. DEX acts in a gene class-specific manner in cartilage in which it promotes the expression of ECM and metabolic transcripts necessary for maintaining the chondrocyte phenotype while simultaneously downregulating cytokines and growth factors which stimulate the cartilage to bone transition. Understanding the implications of gene expression changes and integrating them into the network of molecules controlling cartilage development continues to be challenging, but robust analytical methods will prove to be useful in constructing the networks of gene interactions and understanding the complex nature of GC signaling in the skeleton. The ultimate objective of this study will be to translate these findings into more efficacious therapeutic GCs.

## Methods

### Animals and Materials

Timed-pregnant CD1 mice were purchased from Charles River Laboratories at embryonic day E15.5 mice (E15.5). Dexamethasone was obtained from Calbiochem and reconstituted in Dimethyl sulfoxide (DMSO, vehicle) according to the manufacturer's instructions. Cell culture materials and general chemicals were obtained from Invitrogen, Sigma or VWR unless otherwise stated.

#### Primary cell culture and dexamethasone-treatment

Tibiae, femurs and humeri were isolated from E15.5 mouse embryos and placed in α-MEM media (Invitrogen) containing 0.2% Bovine Serum Albumin (BSA), 1 mM β-glycerophosphate, 0.05 mg/ml ascorbic acid and penicillin/streptomycin and incubated at 37°C in a humidified 5% CO_2 _incubator overnight. The following morning media was removed and the bones placed in 4 ml of 0.25% trypsin-EDTA (Invitrogen) for 15 min at 37°C. Trypsin was subsequently replaced with 1 mg/ml collagenase P (Roche) in DMEM/10% fetal bovine serum (Invitrogen), and cells were incubated at 37°C with rotation at 100 rpm for 90 min. Following digestion, the cell suspension was centrifuged for 5 min at 1000 rpm, and the collagenase containing supernatant was decanted. Chondrocytes were resuspended in media containing 2:3 DMEM:F12, 10% fetal bovine serum, 0.5 mM L-glutamine, and penicillin/streptomycin (25 units/ml). Cells were seeded in 6-well NUNC plates at a density of 2.5 × 10^4 ^cells per ml and incubated overnight. Primary monolayer chondrocytes were treated with 10^-7 ^M dexamethasone (DEX) or the DMSO control (vehicle) diluted in fresh media supplemented with 0.25 mM ascorbic acid (Sigma) and 1 mM β-glycerophosphate (Sigma) and incubated for up to 24 hrs. Micromass cultures were completed as previously described [50].

#### Cell counting studies

Chondrocytes were isolated and seeded in 24-well NUNC plates (Nunc Inc.) at a density of 16 000 cells/cm^2^. Cells were cultured, treated and enzymatically digested as described with some modifications. Collagenase digestion occurred for 5 minutes followed by mechanical digestion to liberate cells from the ECM. Cells were counted with a hemocytometer in triplicate with a minimum of 3 individual wells per treatment and three independent cell isolations.

#### RNA isolations and quantitative real-time PCR

All RNA protocols were completed as previously outlined [50]. Total RNA was isolated at 6 hrs and 24 hrs after treatment using the RNeasy mini extraction kit (Qiagen) according to the manufacturer's instructions. RNA quantity and integrity was assessed using the Bioanalyzer 2000 system (Agilent). Quantitative real-time polymerase chain reaction (qRT-PCR) amplification was completed using the ABI Prism 7900 Sequence Detection System (Applied Biosystems). Triplicate reactions were executed for each sample of each of three independent trials. The TaqMan one-step master mix kit (Applied Biosystems) with gene-specific target primers and probes were used for amplification. The collagen X (*Col10a1*) probe and primer set (forward primer 5'-ACGCCTACGATGTACACGTATGA-3', reverse primer 5'-ACTCCCTGAAGCCTGATCCA-3', 6-FAM-5'-AGTACAGCAAAGGCTAC-MGBNFQ) was designed with PrimerDesigner 2.0 software (Applied Biosystems) [79]. TaqMan GAPDH control reagents for house-keeping gene glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*, forward primer 5'-GAAGGTGAAGGTCGGAGTC; reverse primer 5'-GAAGATGGTGATGGGATTTC; probe JOE-CAAGCTTCCCGTTCTCAGCC-TAMRA) was used as an internal amplification control. Probes for Indian hedgehog (*Ihh*), Tissue inhibitor of matrix metalloproteinase 4 (*Timp4*), Cyclin-dependent kinase inhibitor 1C (*Cdkn1c*, p57), Integrin beta like 1 protein (*Itgbl1*), GC receptor (*Nr3c1*), Integrin beta 1 (*Itgb1*) and Kruppel-like factor 15 (*Klf15*) were assayed using the TaqMan^® ^gene expression assays in accordance with the manufacturers directions. Amplified transcripts were quantified using the standard curve method, and the relative transcript abundance was determined by calculating the quotient of the gene of interest and equivalent *Gapdh *values.

### Microarray analysis

Total RNA was extracted from control and DEX-treated cultures at 6 hr and 24 hr following treatment, in three independent experiments. RNA integrity and quantity was assessed using the Agilent 2000 Bioanalyzer system, and RNA samples were subsequently hybridized to the MOE 430 2.0 mouse chip from Affymetrix^© ^containing 45 101 probe sets as described [50]. Bioanalysis, microarray hybridization, scanning and preliminary MAS 5.0 normalizations were completed at the London Regional Genomics Facility. Data were deposited in the GEO database (NCBI; accession number GSE7683).

### Data normalization

Microarray data were pre-processed using the GC-RMA algorithm in Genespring GX*. Expression values were further filtered by retaining only those probe sets with expression values of at least 50 in at least 25% of all conditions, thus generating a list of 22 091 probe sets. To assess differential gene expression between treatments at both the 6 and 24 hr time points, a Welch ANOVA test with a p-value cut-off of 0.01 and a 5% false discovery rate (FDR) reduced the data to 1158 probe sets. Subsequent 1.5-, 5- and 10-fold change filters produced lists of 162, 21 and 7 probe sets for the 6 hr time point and 399, 53 and 19 probe sets for the 24 hr time point, respectively.

The same data set was normalized in parallel using Robust Multichip Analysis using RMAEXPRESS software v.0.4.1 developed by B. Bolstad, University of California, Berkeley [110]. Background adjustment and quantile normalization parameters were selected for data processing. Logarithmically transformed expression values were used to implement Gene Set Enrichment Analysis (GSEA).

#### Gene set enrichment analysis (GSEA)

The GSEA algorithm was implemented with GSEA v2.0 software [51,52]. Ranked expression lists were derived from RMAEXPRESS and GeneSpring GX^® ^7.3.1. Briefly, the GSEA algorithm ranks all array genes according to their expression under each experimental condition. The resulting ranked metric score (RMS) is therefore a function of the correlation between a gene's signal intensity, the experimental conditions in question and all other genes in the data set. An enrichment score (ES) is then calculated for an a priori gene list or gene set that is associated with a particular molecular classification. In our analysis, gene sets were created from different functional groupings, molecular classifications, tissues, and other microarray screens. A Ranked enrichment score (RES) which determines the extent to which a given gene from a gene set is represented at the extremes of the ranked gene list is then calculated. Specifically, this value is obtained by walking along the ranked list using a cumulative sum statistic which increases when a member of a particular gene set is found in the ranked gene list and is coordinately penalized when it does not appear in the gene set. A null distribution of ES is subsequently generated by permutation filtering to evaluate the statistical significance of the observed RES values. Permutation filtering randomly assigns the experimental conditions or class labels (i.e., DEX versus vehicle) to the different microarray samples. After this procedure has been repeated for each gene set, the ES are normalized (NES) to account for differences in gene set size. The false discovery rate (FDR) is then calculated relative to the NES values to determine the false-positive rate. Significant FDR and p-values were less than 25% and 0.001, respectively in accordance with GSEA recommendations.

#### Gene set creation

Gene sets were generated using the probe set search tool and the molecular function class of Gene Ontology annotations in GeneSpring GX. Additional gene sets were created using lists from pairwise comparisons between day 3 and 15 of a previously generated micromass data set (James et al., 2005), and publications that identified DEX target genes in other cartilage array screens, other tissue types and experimental systems. A total of 2119 probe sets showing a minimum 1.5-fold change in gene expression were used in the analysis. Probe set redundancy was eliminated in all gene sets using the CollapseDataset function in the GSEA program. All probe set identifiers were assimilated to the Human Genome Organization (HUGO) annotations. Probe sets lacking corresponding HUGO annotations were excluded from the analysis. Default parameters were used to execute the analysis and median values taken to represent the range of duplicated probe sets for a given gene. A total of 77 user-defined gene sets were generated from GeneSpring derived Gene Ontology annotations for various molecular classifications and probe sets of differentially expressed genes between days 3 and 15 of micromass culture (James et al., 2005).

#### Glucocorticoid response element (GRE) analysis

Putative GRE were identified with the GenespringGX mouse genome9999 application which allows sequences up to 9999 bp upstream of the transcriptional start sites of all annotated MOE4302.0 transcripts to be interrogated for transcription factor binding sites. The GR consensus sequence GGTACAnnntgttCT [111] was queried from 10 bp to 10 000 bp upstream of the transcriptional start sites of available probe sets. The GRE consensus sequence was screened against 10 748 probe sets derived from the list of 22 091 reliably expressed probe sets exhibiting homology to upstream regulatory regions annotated in the program. Only exact matches were retained for subsequent analyses out a total of 1,073,741,824 tests.

## Abbreviations

DEX: Dexamethasone; GSEA: gene set enrichment analysis; RES: ranked enrichment score; RMS: ranked metric score, ES: enrichment scores; NES: normalized enrichment score, SOM: self-organizing maps; FDR: false discovery rate; GR: glucocorticoid receptor

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

CGJ completed cell culture experiments, data analysis, real-time PCR and drafted the manuscript. VU completed cell culture experiments. JT and TMU contributed to the design of the study and the writing of the manuscript. FB conceived of the study and contributed to the writing of the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

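RNA of primary chondrocytes treated with 100 nM DEX or with vehicle for 6 or 24 hrs was measured on 12 arrays with 45101 probe sets each, 3 arrays per group with the replicate numbers 1, 2 and 4. The paper gives 3 independent cell isolations. The authors scaled and background-corrected the scans with GC-RMA in GeneSpring GX, and the deposited table holds linear intensities. Submitters' processing notes name GCRMA, with the version not given in the sources used here. What was computed from these intensities starts at the log2 value, without a pseudocount, since all intensities were above 0. An array has no read depth, and what limits precision is the number of arrays and the signal over background. Probe sets with a mean intensity of at least 50 in at least 1 of the 4 groups, after the paper's methods, were tested, 20897 in all.

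Tests were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 mean per group, all 12 arrays in 1 fit, no block), for DEX against vehicle at 6 hrs, at 24 hrs and over both times, for the difference of the DEX effect between the time points, and for the time points in vehicle. Adjusted p is by Benjamini and Hochberg over all probe sets tested, with a threshold of 0.05. SE is the moderated standard error. Tables were read and figures drawn with Python 3.11.15 and matplotlib 3.10.9. On simulated data for DEX over both times, with changes set in 50 of 20897 probe sets for each size, the fit found 48% of log2 changes of 1, 88% of log2 changes of 2 and 100% of log2 changes of 4, and with hybridization day as a block 94%, 98% and 100%. At 6 hrs alone the shares without a block for log2 changes of 1 and 2 were 16% and 68%. For log2 changes of 0.5 over both times the fit found 4%, and with hybridization day as a block 32%.

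The 4 hybridization days were read from the array files. Day 1 held replicate 2 at 24 hrs, day 2 replicates 1 and 4 at 24 hrs, day 3 replicates 1 and 2 at 6 hrs and day 4 replicate 4 at 6 hrs, with DEX and vehicle on each. Whether the replicate numbers pair the arrays was checked by correlating the deviations of same-numbered DEX and vehicle arrays from their group means. The correlation was 0.681, 0.632 and 0.863 for replicates 1, 2 and 4 at 6 hrs and 0.158, 0.301 and 0.220 at 24 hrs, all over 0.1, so the numbers were taken to pair DEX and vehicle within a time point. Between the time points it was 0.0618, -0.0110 and -0.0434 in vehicle and 0.0892, -0.0296 and 0.0749 with DEX, so the numbers were not taken to pair across time. Same-numbered DEX and vehicle arrays also shared a hybridization day, and at 6 hrs replicates 1 and 2 were on another day than replicate 4. The correlations within a time point may thus hold the day difference. Arrays of unlike numbers were not correlated, so it is not shown that a number marks 1 cell isolation. Values with the pairs as a block are given where they change a call or move a count over 1.5-fold. Apart from the replicate numbers, nothing in the sources used here says which arrays share a cell isolation.

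Gene symbols came from the platform annotation: 34958 probe sets had 1 symbol, 932 had several and were left unnamed, and 9211 had no listed symbol and are unnamed here, not without a gene. Of the named ones, 34754 were matched to current RefSeq genes, in which 0 symbols changed, and 204 kept the platform's symbol, giving 18194 genes. A gene is represented by its expressed probe set with the highest mean over all arrays. The genes the text names, their selection rule, the gene lists and the tests were set before the data were examined. Tests that were chosen later are named below. The values in Tables 4 to 9 and Figs. 2 and 5 of the paper had been seen. The rule takes the genes named in the paper's results and Fig. 2, for each time point the 12 largest rises and 12 largest falls past the threshold with 1 sign in all 3 pairs, and up to 4 members of each list past the threshold at that time point. At 6 hrs 4 and at 24 hrs 4 falls met it. Other genes are marked as chosen after their values were seen.

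The 42 gene lists cover chemokines, cytokines, growth factors, matrix, matrix proteases and inhibitors, cartilage, hypertrophic and osteoblast markers, aldehyde and alcohol metabolism, glutathione transferases, amino acid breakdown, glucose, fatty acid and cholesterol metabolism, established glucocorticoid targets, dual specificity phosphatases, the ERK pathway, clock genes, NF-kB and prostaglandin response, 3 cell cycle lists, apoptosis regulators, angiogenesis, integrins, FK506 binding proteins, the IGF axis, actin cytoskeleton, BMP and Wnt signalling, 9 lists for other cell types, housekeeping genes, the 10 genes shared with other studies and the 7 genes assayed by qRT-PCR. Lists with at least 5 measured members were tested with camera from limma at a preset inter-gene correlation of 0.01, and also with the correlation estimated from the data. Of 40 tested lists, 13 passed over both times, 4 of them with an estimated correlation (established glucocorticoid targets, chemokines, cytokines and the genes assayed by qRT-PCR). The first and the last of these also passed with hybridization day as a block and an estimated correlation (adjusted p = 0.0150 and 0.0432), and chemokines and cytokines did not. Of the 40 lists, 10 passed fry, which asks whether the genes of a list move 1 way without comparing them with other genes.

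Alternatives changed the expression filter, the scaling between arrays, the log scale, the block, the arrays in the fit, the moderation of the spread, the list tests and the test itself, and left out each array in turn. The gene sets of the paper were known only as the core genes of its Tables 4 to 9. Micromass cultures, cell counts and qRT-PCR were not analysed here, and upstream sequences were not searched, as no genome was used. Genes whose symbol the annotation used gave to no probe set, among them Bglap2, Spp1 and Runx2, were not analysed here.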

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

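All tests given in this part were chosen after the result was seen, apart from the gene lists and their tests without a block. These were set in advance.

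The 3 lists of skeletal cells shifted upward more at 24 than at 6 hrs, with a camera adjusted p of 0.00703 each for cartilage, hypertrophic and osteoblast markers, and of 0.164 to 0.807 with an estimated correlation, and no list passed without the pair of 24 hrs replicate 4. A candidate explanation is a loss of other cell types with DEX at 24 hrs, and it cannot be told apart from a change in the chondrocytes. The differences of tendon (0.00792, SE 0.096), adipocyte (0.24, SE 0.26), macrophage (-0.05, SE 0.12) and osteoclast markers (-0.10, SE 0.13) were smaller than their SE. Keratinocyte markers had 0.15 (SE 0.13), glial markers 0.20 (SE 0.10) and skeletal muscle markers -0.30 (SE 0.19). The widest gap between lists, that of glial and skeletal muscle markers, was 3.60 standard errors. This lies below the 6 that were asked for over all pairs of lists. Whether the 4 arrays of the third hybridization day hid a shift at 6 hrs can be asked only of 6 hrs replicate 4. This pair of another day holds 1 DEX and 1 vehicle array. Its mean over 58 members was 0.0298, against 0.0194 and 0.0519 in the other 6 hrs pairs. The 24 hrs pairs lay at 0.223 to 0.505. The pair thus showed no shift that the other 6 hrs pairs lacked, but 1 pair cannot decide the question. Without it the 3 lists passed too (adjusted p = 0.00212 to 0.0114). That decides nothing, as only arrays of the third day then remained at 6 hrs. Housekeeping genes had a difference of -0.24 (SE 0.08), which did not pass camera without a block (adjusted p = 0.237; 0.0342 with hybridization day as a block; adjusted p = 0.759 with an estimated correlation). Without the pair of 6 hrs replicate 4 it passed (adjusted p = 0.0222), as did that of genes of mitosis (0.00344) and of the actin cytoskeleton (0.0488). Genes of cholesterol synthesis had a difference of 0.20 (SE 0.19). This did not pass camera without a block (adjusted p = 0.103, and 0.870 with an estimated correlation) but passed with hybridization day as a block (0.0342). It also passed without the pair of 24 hrs replicate 1 or 2 (adjusted p = 0.0465 and 9.24e-04). The length of treatment itself remains open, as time and hybridization day coincide.

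The 4 arrays of replicates 1 and 2 at 6 hrs stood apart from the other 8, with a 3′ minus 5′ difference of 0.626 for Gapdh on the log2 scale, a control the paper does not report on. The 5′ control of 18S ribosomal RNA was higher on them too, at 8.56 to 9.78 on the log2 scale, against 2.17 to 6.65 on the others. It does not say which step differed. Shorter copies in the labelling of these samples are a candidate explanation that cannot be told apart from others, because control RNAs added to the samples, which were never in the cells and had a 5′ minus 3′ difference of -2.48 there, reached an intensity of 50 on 2 of the other 8 arrays (-0.81 and -0.98), too few for a comparison. Culture time as the cause is argued against, if its time point is right, by replicate 4 of 6 hrs, whose arrays lay at 0.0975 with DEX and 0.135 in vehicle on a scale from 0, the mean of the 24 hrs arrays, to 1, the mean of the 4 arrays. Both arrays of this replicate were also the only ones run with another fluidics script. That this replicate holds the wrong time point is neither shown nor excluded: over gene lists chosen without its pair, the pair lay at 0.138 on a scale from 0, the other 6 hrs pairs, to 1, the 24 hrs pairs, and pairs placed in the same way lay at 0.0714 and -0.0633 for 6 hrs and 0.949 and 0.552 for 24 hrs, but replicate 4 of 24 hrs could not be placed, as no list passed without it. A score over 500 probe sets, tried first, gave 0.576, 0.421 and 0.452 for the 6 hrs pairs and 0.559, 0.659 and 0.690 for those of 24 hrs and did not separate the times.

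The DEX effect also differed between the time points for the clock genes, with a higher mean at 6 hrs and a camera adjusted p of 0.0120 (adjusted p = 0.164 with an estimated correlation), which was lost without the pair of replicate 1 or that of replicate 4 at 24 hrs. Over both times, 2 of the 17 measured clock genes rose and 0 fell (2 rose and 1 fell when adjusted over the list alone, and also with hybridization day as a block), with a camera adjusted p of 0.0566. For the 7 genes assayed by qRT-PCR the difference had an adjusted p of 0.0272, in the direction of a larger effect at 24 hrs (0.0531 with hybridization day as a block; adjusted p = 0.222 with an estimated correlation), lost without the pair of replicate 1 at 6 hrs or of replicate 1 or 4 at 24 hrs, and these genes were chosen by the authors on the same arrays.

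Of 119 genes changed over both times, 91 are named neither in the text nor in Tables 4 to 9 of the paper, 74 that rose and 17 that fell, and 28 are named there. Among the former are Sult1a1, Zbtb16 and Slc39a8, which rose, and Gjb2, which fell.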

How the results depend on the processing

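The pairs as a block, the fits without hybridization day 3 and within single days, the day as a block for fold filters and gene lists, the fold filter of the methods' Welch list, the exchange within pairs for the RNA controls and the Welch counts without a false discovery rate were chosen after the data were seen, and the other alternatives were set in advance. Of the values for named genes under an alternative, 2423 kept their direction and their side of the threshold, 326 lost a call, 97 gained one and 34 changed sign, none of the last with a call. For gene lists the numbers were 721, 46, 38 and 35, with 13 of the lost calls in the signal-to-noise enrichment described below. Low signal over background limits genes such as Dmp1 and Klf15, whose vehicle levels lay under the expression minimum, and 3 arrays per group limit all. The 3 alternatives of the GRE search were not run, as no genome was used.

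The probe sets changed at 6 hrs, at 24 hrs and over both times numbered 47, 60 and 156. Without the expression filter they numbered 18, 22 and 73, the count whose DEX effect differed between times was 1, and the share of rises was 84.9%. With only the arrays compared in the limma fit, they numbered 0 at 6 hrs and 163 at 24 hrs. The methods' Welch test at 5% FDR gave 0, 0 and 38, with 127, 380 and 330 at an unadjusted p under 0.01. Chance alone gives 209 for each of these, so the 127 at 6 hrs lies below it. The ANOVA over the 4 groups gave 0 at 5% FDR and 931 at an unadjusted p under 0.01, where chance alone gives 209. With hybridization day as a block the counts were 198, 455 and 600, with a share of rises of 62.8%. With the replicate block within each time point, which follows the pairing, they were 189, 449 and 668, the share of rises was 59.6% and 1 probe set differed between times. With the replicate numbers as a block across times, 91 changed at 24 hrs. The pairing ended the call of the 10 genes shared with other studies (adjusted p = 0.127), gave the hypertrophic, aldehyde and tendon lists a call (0.0485, 0.0353 and 0.0496), and gave 19 calls at a time point to 16 named genes: at 6 hrs Adamts1, Cxcl5, Gjb2, Il6, Lif, Omd, Pdk4 and Tnfsf11, and at 24 hrs Ccl2, Cdkn1c, Il11, Il6, Lims2, Mt1, Pdk4, Ptgs2, Sphk1, Tnfsf11 and Tns1. Beside these and the calls over both times given with the genes, it changed no other call. Without day 3, 163 changed at 24 hrs. As 6 hrs then held 1 DEX and 1 vehicle array, no count of differences between times is given for that fit. Within day 2, 127 changed at 24 hrs. Within day 1, the 23 called come from 1 DEX and 1 vehicle array with the spread of days 2 and 3, and so have no replicate check of their own. Where no cause is given, the cause was not tested.

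In vehicle, 2 probe sets differed between 6 and 24 hrs in limma (6367 at an unadjusted p under 0.05). The count was 94 with a minimum of 100, 84 with quantile normalization, 37 with 16 added before log2, 1382 with the replicate block across times, 0 with only the vehicle arrays, 33 with an intensity trend and robust prior, 0 with the methods' Welch test and 211 without day 3.

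Leaving out each array in turn gave 18 to 38 changed probe sets at 6 hrs, 16 to 88 at 24 hrs, 90 to 156 over both times and 0 to 6623 between times in vehicle, the last with 92 without DEX 6 hrs replicate 1, 2959 without DEX 6 hrs replicate 4, 6623 without vehicle 6 hrs replicate 4 and 0 without any 1 of the other 9. With 1 array left out, the remaining arrays of that group are assumed to vary like the other groups. The partner of the array left out stayed in, so DEX and vehicle no longer shared hybridization days equally. A value or call that changes in this way, also for gene lists, can therefore reflect the difference between days. The share of rises ran from 78.2 to 86.0%, and the gene lists past the threshold from 8 without DEX 6 hrs replicate 4 to 17 without DEX 24 hrs replicate 2. Probe sets changed over both times and at least 1.5-fold numbered 85 to 142 at 6 hrs and 89 to 146 at 24 hrs, and at least 10-fold at 6 hrs 4 to 11.

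Fold filters moved with the list they were put on. On the probe sets changed at that time point, 47 and 45 were at least 1.5- and 2-fold at 6 hrs and 60 and 56 at 24 hrs. On all expressed probe sets without a test, 1136 and 305 were so at 6 hrs, and 1549, 389, 36 and 11 reached 1.5-, 2-, 5- and 10-fold at 24 hrs. On the list with the day as a block, the numbers were 371 and 170 (1.5- and 2-fold at 6 hrs) and 472, 209 and 11 (1.5-, 2- and 10-fold at 24 hrs), and on the methods' Welch list at an unadjusted p under 0.01, 235 were 1.5-fold at 24 hrs.

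Of the 13 lists past the threshold, 4 passed with an estimated correlation and 7 in fry, and 0 in the signal-to-noise enrichment with 100 permutations, where 11 lists had an unadjusted p under 0.05. With so few permutations the smallest p in that enrichment was 0.0196 and the smallest adjusted p 0.127, so its 0 decides nothing, and 12 lists had an adjusted p under 0.25. Directions that changed, none with a call, were those of hypertrophic markers and cell cycle inhibitors in that enrichment (adjusted p = 0.612 for both), of cell cycle inhibitors (0.995), the IGF axis (0.577) and Wnt signalling (0.851) with the median over probe sets, of Wnt signalling with the replicate block across times (0.738), within each time point (0.489) and with the day as a block (0.687), of growth factors with quantile normalization (0.983), and, without day 3, of growth factors and fatty acid metabolism (0.932 each) and skeletal muscle markers (0.837). With 1 array left out, the direction changed for some array in lists whose adjusted p ran over these ranges: growth factors 0.440 to 0.991, fatty acid metabolism 0.473 to 0.941, cholesterol synthesis 4.55e-04 to 0.982, cell cycle inhibitors and D cyclins 0.261 to 0.932, integrins 0.730 to 0.994, IGF axis 0.157 to 0.931, BMP and TGF-beta signalling 0.595 to 0.986, Wnt signalling 0.437 to 0.994, skeletal muscle markers 0.00293 to 0.884, adipocyte markers 0.129 to 0.945, housekeeping genes 0.331 to 0.992. Cholesterol synthesis reached the lower value without DEX 24 hrs replicate 2 and skeletal muscle markers without vehicle 24 hrs replicate 2.

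Among named genes, B2m at 6 hrs was -0.041 with quantile normalization and -0.00208 without day 3, and Tnip1 at 24 hrs 0.00464 with median centring. With 1 array left out, log2 fold changes ran at 6 hrs over B2m -0.075 to 0.090, Bcl6 -0.51 to 0.14, Bmp2 -0.35 to 0.072, Bst2 -0.84 to 0.30, Col10a1 -0.66 to 0.93, Ihh -0.25 to 0.50, Itgb1 -0.12 to 0.43, Net1 -0.43 to 0.63, Pde4a -1.43 to 0.50, Tnip1 -0.23 to 0.053, and at 24 hrs over B2m -0.029 to 0.11, Bcl6 -0.31 to 0.031, Bmp2 -0.00395 to 0.26, Bst2 -0.19 to 0.43, Itgb1 -0.12 to 0.038, Net1 -0.37 to 0.26, Tnip1 -0.098 to 0.080.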

Differences from the paper's values

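The fold filters with the day as a block and on the methods' Welch list were chosen after the values were seen. So were the pairs as a block and the Welch counts without a false discovery rate, of the ANOVA and of 6 against 6 arrays. All other settings below were set before the data were examined. The paper's list of changed probe sets holds 1158, from a p under 0.01 and a 5% false discovery rate, against 156 here from limma at an adjusted p under 0.05, and none of the 24 alternatives came within 1.5-fold of the paper's number. The nearest of these was 600 with hybridization day as a block, and each pair as a block gave 668, also outside 1.5-fold. The methods' Welch ANOVA, run over the 4 groups at a p under 0.01 without the false discovery rate the methods give, called 931. Of these, 52.3% were higher with DEX. The number lies within 1.5-fold of the paper's, but the 4 groups also differ in time and hybridization day. It is therefore not a count of DEX changes. The paper describes its test as between DEX and vehicle, and the Welch test of 6 DEX against 6 vehicle arrays called 330 at a p under 0.01. From its list, the paper's filter at 24 hrs leaves 399 probe sets at 1.5-fold, 53 at 5-fold and 19 at 10-fold (Table 1 has 33 changed 10-fold, of which 19 up-regulated and 0 down-regulated), against 146, 21 and 7 here. Among the alternatives, 5-fold on all expressed probe sets without a test gave 36, within 1.5-fold of the paper's, and none closed the gap at 1.5- or 10-fold. Chosen after seeing the values, the day as a block gave 472 at 1.5-fold, which lies within 1.5-fold of the paper's, and how many of the paper's items it drops was not tested, as that list was not used here. The share of rises, the number of expressed probe sets and the filters at 6 hrs lay within 1.5-fold of the paper's.

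Levels in Fig. 2 are relative to vehicle at 6 hrs, and were read by eye. For DEX at 24 hrs they are about 5.3 in Fig. 2 for Ihh, against 3.48 here, about 9 in Fig. 2 for Timp4, against 5.49, and about 12 in Fig. 2 for Itgbl1, against 6.54. For these 3 no other scaling closed the gap. Leaving out 1 array did so for Ihh without DEX 24 hrs replicate 1 or 4 or vehicle 6 hrs replicate 4, and for Timp4 (6.41) and Itgbl1 (8.54) without vehicle 6 hrs replicate 2. Nr3c1 with DEX at 24 hrs is about 1.0 in Fig. 2, against 0.660, and quantile normalization, 16 added before log2, and leaving out DEX 24 hrs replicate 4 or vehicle 6 hrs replicate 1 gave values without a difference of over 1.5-fold, while median centring and the other 4 arrays did not. Klf15 is about 11 in Fig. 2 at 6 hrs, against 30.4, where 16 added before log2 closed the gap and 8 other alternatives did not, and about 23 in Fig. 2 at 24 hrs, against 44.8, where none did. The vehicle levels at 6 hrs of Klf15, Timp4 and Ihh, with mean intensities of 5.23, 23.0 and 47.1, lay below the expression minimum, so the size of their ratios is uncertain. Cdkn1c and Itgb1 at 24 hrs and Nr3c1 at 6 hrs lay within the error.

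Right after its RMA step, the paper states that log-transformed values entered GSEA. It also takes its ranked lists from both RMAEXPRESS and GeneSpring GX. Whether a given score rests on RMA or GC-RMA values is therefore not certain. The scores here were computed on log2 GC-RMA values, over all DEX and vehicle arrays. The paper gives 0.296 for Timp4, against 0.929 here, -0.4036 for Il11, against -1.01, -0.7529 for Il6, against -1.34, and -0.5835 for Tnfsf11, against -0.998. For these 4, quantile normalization and leaving out any array left a difference. For Lif the paper gives -0.3296, against -0.565, and quantile normalization and 7 of 12 arrays left out gave none. For Ibsp it gives 0.11, against 0.192, and 5 of 12 arrays left out gave none, quantile normalization not. Scores of Dmp1, Omd, Col10a1 and Vegfa lay within the error. Over the core genes of Tables 4 to 9, 416 of 479 had the sign of the paper's score (86.8%), with 44 of 58, 46 of 54, 36 of 39, 18 of 18, 89 of 116 and 183 of 194 in the single tables, which is not independent evidence, as the authors chose these genes by their scores on the same arrays. Spearman's rho of the scores within these tables, across genes that are not independent, was 0.402, 0.589, 0.754, 0.713, 0.529 and 0.492.

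In direction, the paper states that dual specificity phosphatases go with DEX, while 5 of 17 measured here had a log2 fold change above 0, although Dusp1 was higher in 6 of 6 pairs, and Table 3 of the paper gives this set a negative score. Growth factors go with vehicle in the paper, and the list here had a camera adjusted p of 0.863. The lists are not alike, as Il6 and Il11, the lowest scores of Table 7, count among the cytokines here, where both fell. How much of the difference this makes was not tested. The 18 matched core genes of Table 7 had the sign of the paper, for which the authors chose them on these arrays. Integrins, angiogenesis, the IGF axis and adipocyte genes go with DEX in the paper, and the lists here did not pass, whereas cartilage markers did without an estimated correlation. Sets, test and threshold were unlike. The paper's larger sets were judged by GSEA at a looser false discovery rate, and the lists here, with 16, 33, 17 and 8 measured genes, by camera at 0.05. In direction only the IGF axis differed, as integrins, angiogenesis and adipocyte genes pointed upward without passing. The paper names osteonectin (Spock1) among the matrix genes higher with DEX, and which gene is meant is unclear, as osteonectin is Sparc and Table 5 lists Spock2, whose score of 0.231 here has the sign of the paper's 0.102. Spock1 itself was below the expression minimum here. The text of the paper states no effect on Nr3c1, while its Table 9 gives the gene a score of -0.083, against -0.137 here, where it was lower with DEX in 6 of 6 pairs and passed only with a block.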

Other observations

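Tests of Nr3c1 below were chosen after the result was seen. Values with each pair as a block, and values of gene lists with hybridization day as a block, were also chosen after the data were seen. The other tests were set in advance.

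DEX raised Mt1, a protein that stores zinc, at 6 hrs (log2 fold change 3.42, SE 0.41, adjusted p = 0.00701), with a value of 1.98 at 24 hrs (adjusted p = 0.108; adjusted p = 9.92e-04 with hybridization day as a block and 0.00348 with each DEX and vehicle pair as a block, within 9.92e-04 to 0.441 over 25 other settings). The zinc transporter Slc39a8 rose at 6 hrs (log2 fold change 2.37, SE 0.30, adjusted p = 0.00999) and at 24 hrs (log2 fold change 3.28, SE 0.30, adjusted p = 0.00136). Sphk1, the kinase that makes sphingosine 1-phosphate, rose at 6 hrs (log2 fold change 2.03, SE 0.26, adjusted p = 0.00999), and Pla2g5, a secreted phospholipase, rose at 24 hrs (log2 fold change 2.35, SE 0.41, adjusted p = 0.0462). The receptor kinase Ror1, which binds Wnt5a, rose at both times (log2 fold change 1.61 and 0.97, adjusted p = 0.00234 and 0.0433), and Sostdc1, a secreted inhibitor of BMP and Wnt signals, at 24 hrs (log2 fold change 1.69, SE 0.28, adjusted p = 0.0384). Has2 fell at both times (log2 fold change -1.43 and -1.17, adjusted p = 0.00999 and 0.0282), and Gjb2 fell at 24 hrs (log2 fold change -2.32, SE 0.25, adjusted p = 0.00306). All of these moved 1 way in 6 of 6 pairs. Slc39a8 lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 1 or 2 or vehicle 6 hrs replicate 2 was left out (adjusted p = 0.0538 to 0.0594), and Sphk1 lost its call at 6 hrs when any 1 of DEX 6 hrs replicate 1 or 2 was left out (adjusted p = 0.0564 to 0.0594). Has2 lost its call at 6 hrs when any 1 of vehicle 6 hrs replicate 1 or 2 was left out (adjusted p = 0.0533 to 0.0691), and its call at 24 hrs was lost without any 1 of DEX 6 hrs replicate 2, vehicle 6 hrs replicate 1 or 2, DEX 24 hrs replicate 1, 2 or 4 or vehicle 24 hrs replicate 1, 2 or 4 (adjusted p = 0.0515 to 0.179). The calls at 24 hrs of Pla2g5 (adjusted p = 0.0670 to 0.190), Ror1 (0.0550 to 0.212) and Sostdc1 (0.0504 to 0.195) were lost without any 1 of the 24 hrs arrays, for Pla2g5 apart from vehicle 24 hrs replicate 4, and also without vehicle 6 hrs replicate 1 or 2 or DEX 6 hrs replicate 1, and for Pla2g5 and Ror1 without DEX 6 hrs replicate 2.

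Genes of DNA replication and of mitosis were shifted downward as lists in camera (adjusted p = 0.00585 and 0.0231; adjusted p = 0.486 and 0.600 with an estimated correlation). For replication the call was lost without any 1 of DEX 6 hrs replicate 4 or vehicle 24 hrs replicate 1 (adjusted p = 0.106 to 0.391), and for mitosis the call was lost without any 1 of DEX 6 hrs replicate 4, vehicle 6 hrs replicate 1 or 2, DEX 24 hrs replicate 4 or vehicle 24 hrs replicate 1 (adjusted p up to 0.728). Only 3 of 31 and 3 of 37 members had a log2 fold change above 0 over both times, with list means of -0.09 at 6 hrs and -0.16 at 24 hrs for replication and -0.04 at 6 hrs and -0.16 at 24 hrs for mitosis, and none of the members passed limma's test, also when adjusted over the list alone. Of 14 cell cycle inhibitors and D cyclins, 1 rose, 0 fell and 13 did not pass the test over both times (1 rose and 0 fell when adjusted over the list alone), the member that rose being Cdkn1c. Of 30 matrix proteases and their inhibitors, 3 rose, 0 fell and 27 did not pass the test over both times, with the same numbers adjusted over the list alone, and those that rose were Adamts1, Adam12 and Timp4. Of 31 genes of BMP signalling, 1 rose, 0 fell and 30 did not pass the test over both times (2 rose and 0 fell when adjusted over the list alone), and of 27 genes of Wnt signalling, 1 rose, 0 fell and 26 did not pass the test over both times, with the same numbers adjusted over the list alone. Sostdc1 and Ror1 were the members that rose. For 22 regulators of apoptosis the numbers were 0 and 0 (1 rose and 0 fell when adjusted over the list alone). These 5 lists had camera adjusted p = 0.758, 0.438, 0.887, 0.908 and 0.197. When hybridization day was a block, they had 2, 3, 2, 2 and 0 members that rose and 1, 1, 1, 1 and 0 that fell, and 1 gene of replication fell.

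No marker list of another cell type passed camera over both times. The adjusted p was 0.143 for 14 macrophage, 0.275 for 6 osteoclast, 0.336 for 15 skeletal muscle, 0.0566 for 20 tendon and perichondrial, 0.0566 for 7 glial and 0.0566 for 6 keratinocyte markers. In these 6 lists no member passed limma's test without a block, 1 muscle, 1 glial and 1 keratinocyte marker rose with hybridization day as a block, and adjusted over the list alone 1 glial and 1 keratinocyte marker rose and none fell. The tendon list pointed downward, with 7 of its 20 members above 0 over both times, and passed with each pair as a block (adjusted p = 0.0496, within 0.00759 to 0.481 over 21 other settings). Endothelial and erythroid markers had too few measured members for a test. Of the 7 genes assayed by qRT-PCR, 4 rose, 0 fell and 3 did not pass the test over both times (4 rose and 1 fell when adjusted over the list alone; 4 and 1 with hybridization day as a block), those that rose being Timp4, Cdkn1c, Itgbl1 and Klf15, and the list passed camera (adjusted p = 1.01e-07; adjusted p = 0.00681 with an estimated correlation), but it was chosen by the authors on these arrays and is not independent evidence.

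In vehicle, 1 of the 2 probe sets that differed between 6 and 24 hrs belonged to Trmt61a, a tRNA methyltransferase chosen after its value was seen. It had a log2 difference of -1.93 (adjusted p = 0.0296). Its call was lost without any 1 of DEX 6 hrs replicate 2, vehicle 6 hrs replicate 1 or 2 or the 6 arrays of 24 hrs, with only the vehicle arrays and in the methods' Welch test, where 0 probe sets differed. Time and hybridization day coincide there.

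Nr3c1, the glucocorticoid receptor, was lower with DEX in every pair. A shift of whole arrays is argued against, as after centring each array on its median the log2 fold change was -0.40 (SE 0.13), against -0.42 (SE 0.11) as deposited. A fault of 1 probe set is argued against, as the 3 other expressed probe sets of the gene were lower in 15 of 18 comparisons within pairs, 83.3%. A hypothesis that stays open, and that limma without a block does not carry past the threshold, is that DEX may lower the RNA of its own receptor.

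Arrays were also split into groups of equal size in other ways within the time points. For DEX over both times, 1 of 100 splits, the real one, gave as many as 156 changed probe sets, and the highest other gave 10, so chance can be excluded over all of these splits. The 81 that part fewer pairs gave at most 10. The 18 others that part all 6 pairs gave at most 0, and together with the real one they are too few for a share under 0.05. At single time points, 10 splits are too few for a share under 0.05: the real one gave 47 at 6 hrs and 60 at 24 hrs, and the highest other 12 and 1. The same holds for time in vehicle, with 2 against 1. For the difference of the DEX effect between times, the real split gave 0, which all 100 splits reach whatever the data, so these splits decide nothing. The highest, 156, came from exchanging DEX and vehicle at 1 time point, which measures the DEX effect itself. For gene lists past the threshold, 7 of 100 splits gave at least 13, the highest other 17, so chance cannot be excluded for their number.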
